# The spliceosome factor *sart3* regulates hematopoietic stem/progenitor cell development in zebrafish through the p53 pathway

**DOI:** 10.1038/s41419-021-04215-4

**Published:** 2021-10-05

**Authors:** Yan Zhao, Mei Wu, Jing Li, Ping Meng, Jiakui Chen, Zhibin Huang, Jin Xu, Zilong Wen, Wenqing Zhang, Yiyue Zhang

**Keywords:** Haematopoiesis, Haematopoietic stem cells

## Abstract

Hematopoietic stem cells (HSCs) possess the potential for self-renew and the capacity, throughout life, to differentiate into all blood cell lineages. Yet, the mechanistic basis for HSC development remains largely unknown. In this study, we characterized a zebrafish *smu471* mutant with hematopoietic stem/progenitor cell (HSPC) defects and found that *sart3* was the causative gene. RNA expression profiling of the *sart3*^*smu471*^ mutant revealed spliceosome and p53 signaling pathway to be the most significantly enriched pathways in the *sart3*^*smu471*^ mutant. Knock down of *p53* rescued HSPC development in the *sart3*^*smu471*^ mutant. Interestingly, the p53 inhibitor, *mdm4*, had undergone an alternative splicing event in the mutant. Restoration of *mdm4* partially rescued HSPC deficiency. Thus, our data suggest that HSPC proliferation and maintenance require *sart3* to ensure the correct splicing and expression of *mdm4*, so that the p53 pathway is properly inhibited to prevent definitive hematopoiesis failure. This study expands our knowledge of the regulatory mechanisms that impact HSPC development and sheds light on the mechanistic basis and potential therapeutic use of *sart3* in spliceosome*-mdm4-*p53 related disorders.

## Introduction

Hematopoiesis is tightly regulated by multidimensional pathways [1–3], with dysregulation resulting in anemia, leukemia, and other hematological diseases [4, 5]. Blood development in vertebrates is comprised of primitive and definitive waves [6]. In mammals, the first hematopoietic wave takes place in the yolk sac and gives rise to primitive erythrocytes and macrophages that support tissue oxygenation and immune defense during early embryonic development [1, 7]. Primitive hematopoiesis is transitory and followed by definitive hematopoiesis, which includes yolk sac-derived erythroid-myeloid progenitors. These progenitors contribute to the intermediate wave [8], with later hematopoietic stem cells (HSCs) contributing to hematopoiesis throughout life [9]. Definitive HSCs, which can give rise to all blood lineages, originate from an endothelial-to-hematopoietic transition process within the aorta-gonad mesonephros (AGM) region [10, 11]. These cells migrate to the fetal liver and colonize bone marrow (BM), where they maintain adult hematopoiesis [12, 13]. Similarly, zebrafish hematopoiesis is also comprised of a first primitive wave, a transient erythroid-myeloid progenitor wave, and a definitive HSC contributed wave [14]. HSCs emerge from the ventral wall of the dorsal aorta (VDA, equivalent to the mammalian AGM) and enter the circulation after initiation of the endothelial-to-hematopoietic transition process [15, 16]. The cells colonize the caudal hematopoietic tissue (CHT, equivalent to the mammalian fetal liver) [17, 18], then migrate to adult hematopoietic organs, which include the thymus as well as kidney marrow (equivalent to the mammalian BM) [1]. As HSCs are the apex of the blood hierarchy and have the potential to self-renew and differentiate into all blood cell lineages [19, 20], analysis of HSC biology is essential for a better understanding of hematopoiesis and the treatment of blood disorders.

In the past few decades, spliceosome genes most frequently involved in hematopoiesis and leukemogenesis have been identified including; *U2AF1*, *SF3B1*, and *SRSF2* [21–23]. Mice with the U2AF1 (S34F) mutation exhibit a defect in hematopoiesis as well as an alteration in pre-mRNA splicing in BM progenitors [24]. Mice bearing the *Sf3b1*^K700E^ mutation exhibit decreased numbers of mature erythrocytes and long-term HSC expansion [25]. Mice bearing the *Srsf2*P95H mutation have key hematopoietic regulator splicing mistakes as well as impaired hematopoietic differentiation [26]. These mutations occur in myelodysplastic syndrome, chronic myelomonocytic leukemia, and acute myeloid leukemia, which can also be used as prognostic biomarkers of disease [22, 23]. Moreover, several studies have shown these spliceosome genes (such as *SF3B1*) to be potential antitumor targets [25, 27–29]. Therefore, exploring novel spliceosome genes and their role in hematopoiesis will benefit the development of new therapeutic strategies for treatment of blood diseases.

Squamous cell carcinoma antigen recognized by T cells 3 (SART3), also known as p110/p110^nrb^ [30] or TIP110 [31], is a homolog of yeast spliceosome recycling factor Prp24 [32] and an RNA-binding protein [30]. Similar to yeast Prp24, mammalian SART3 likely reassembles U4/U6 small nuclear ribonucleoproteins (snRNPs), affecting pre-mRNA splicing by binding to U6 snRNP [32–34]. Moreover, SART3 is multifunctional with involvement in gene regulation [35–37], cancer immunology [38–40], stem cell pluripotency maintenance [41, 42], embryonic development [43], and hematopoiesis [36, 43, 44]. During BM hematopoiesis, *Sart3* haplo-insufficient mice exhibit decreased numbers of hematopoietic progenitor cells (HPCs) and *SART3* transgenic mice exhibit increased HPCs, likely due to cell cycle regulation mediated by CMYC [36]. Trede et al. reported a zebrafish *sart3* mutant with a lymphoid cell deficiency but normal levels of primitive erythrocytes [43], supporting *sart3* involvement in hematopoiesis. However, the role of SART3, in early hematopoietic stem/progenitor cell (HSPC) development, is largely undefined.

In this study, we characterized a zebrafish *sart3*^*smu471*^ mutation, which resulted in a deficiency of HSPC development largely due to activation of the p53 pathway. Moreover, we found that *sart3* mutation-induced global splicing changes that included alternative splicing (AS) of *mdm4*, one key p53 negative regulator, which triggered p53 activation, impacting HSPC proliferation and maintenance. Taken together, this study identifies a novel role for splicing factor and *sart3* in regulation of early HSPC development.

## Results

### The *smu471* mutant is defective in HSPC development

To explore novel genes and pathways involved in definitive hematopoiesis, we previously performed an N-ethyl-N-nitrosourea-based large-scale forward genetics screening to identify mutants with hematopoietic defects [45]. One of the mutants, *smu471*, did not display the erythroid marker (*βe1*-globin) or the lymphoid marker (*rag1*) at 5 days post fertilization (dpf), but the HSPC marker (*cmyb*) was observed at 36 h post fertilization (hpf) [45] (Fig. S1). Next, primitive hematopoiesis was examined. The erythrocyte progenitor marker *gata1* (Fig. S2A) and the myeloid progenitor marker *pu.1* (Fig. S2B, C) were intact, suggesting that primitive hematopoiesis was unaffected by the mutation. Since definitive HSPCs can differentiate into all blood lineages, both 5-dpf erythroid and lymphoid disruption in *smu471* prompted us to speculate that HSPCs were likely defective in the mutant. HSPCs are generated from the VDA ~30 hpf [15, 16] and then migrate, differentiate, and expand in the CHT [1, 17, 18]. We therefore examined the HSPCs in the respective regions for HSPC marker (*cmyb*, *runx1*, and *gata2b*) expression at 36 hpf and 2 dpf in the *smu471* mutant. The results showed that *cmyb*- (Fig. 1A and Fig. S1C), *runx1*- (Fig. S3A, B), and *gata2b*- (Fig. S3C, D) marked HSPCs in the VDA region, were similar to siblings of the *smu471* mutant. Notably, *cmyb* expression was detected at 2.5 dpf (Fig. 1B), 3 dpf (Fig. 1C), and 4 dpf (Fig. 1D) in the CHT region but was obviously decreased in the *smu471* mutant from 2.5 dpf onward. Since the *Tg(cd41:eGFP)* transgenic fish line labels developing HSPCs in the VDA and CHT region, with *eGFP*^low^ cells as HSPCs and *eGFP*^high^ cells as thrombocytes [46], we monitored VDA and CHT region HSPC number using the inter-crossed progenies of the *sart3*^*+/smu471*^;*Tg(cd41:eGFP)*^*+/+*^ transgenic zebrafish. The results showed that the *cd41:eGFP*^low^ cells were intact at 2 dpf in the VDA and CHT region, but were decreased from 2.5 to 4 dpf in the CHT region in *smu471* mutants compared with their siblings (Fig. S4A–G), which were consistent with the WISH expression of *runx1*, *gata2b*, and *cmyb*. Moreover, we found the proportion of *cd41:eGFP*^low^ cell population at 4 dpf in *smu471* mutants was markedly decreased compared with their siblings using Fluorescence-activated cell sorting (FACS) (Fig. S4H, I). These results suggest that HSPCs arise normally from the VDA region whereas CHT localized HSPCs are affected in the *smu471* mutant.

**Fig. 1:**
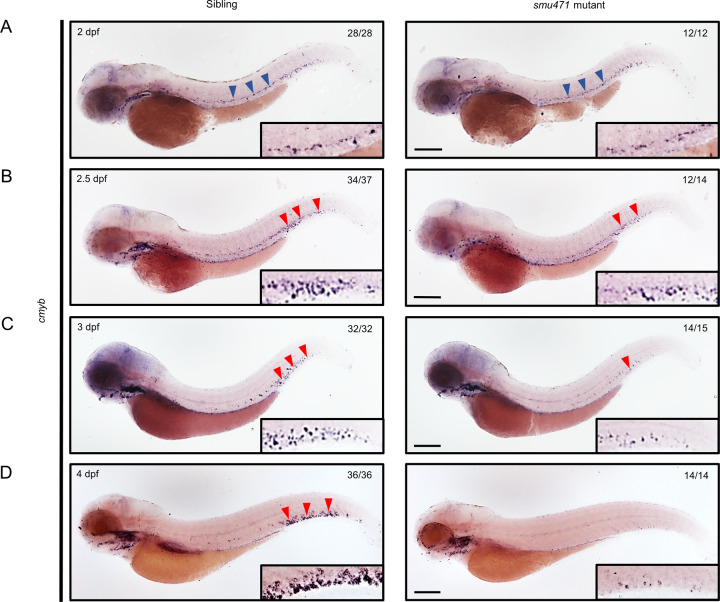
Decreased HSPCs in the CHT region of zebrafish *smu471* mutants. **A–D***cmyb* WISH identified HSPCs from 2 to 4 dpf in *smu471* mutants (right) compared with their siblings (left). **A** *cmyb*^*+*^ signals were not altered at 2 dpf in the VDA region (blue arrowheads indicate signals in the region). **B** In the CHT region, *cmyb*^*+*^ signals were decreased slightly at 2.5 dpf in *smu471* mutants (red arrowheads indicate signals in the region). **C**, **D** Severely decreased *cmyb*^*+*^ signals in the CHT region at 3 dpf (**C**) with a further reduction at 4 dpf (**D**) in *smu471* mutants. The boxed regions in the lower right corner are magnifications. Scale bars: 200 µm.

### *Sart3* is the causative gene of the *smu471* mutation

To identify the causative gene responsible for the defective HSPCs of the *smu471* mutant, we performed positional cloning. We located the mutant gene on chromosome 5 by initial mapping. Next, we used fine mapping to identify the candidate interval between two simple sequence length polymorphism (SSLP) markers: z20360 and z21082, which contained 20 candidate genes (Fig. 2A). By sequencing the cDNA of these candidate genes, we found a T to A base substitution at *sart3* exon 6, which encoded a stop codon (Fig. 2B). The nonsense mutation predicted a truncated Sart3 protein lacking its RNA recognition motif (RRM) domain (Fig. 2C).

**Fig. 2:**
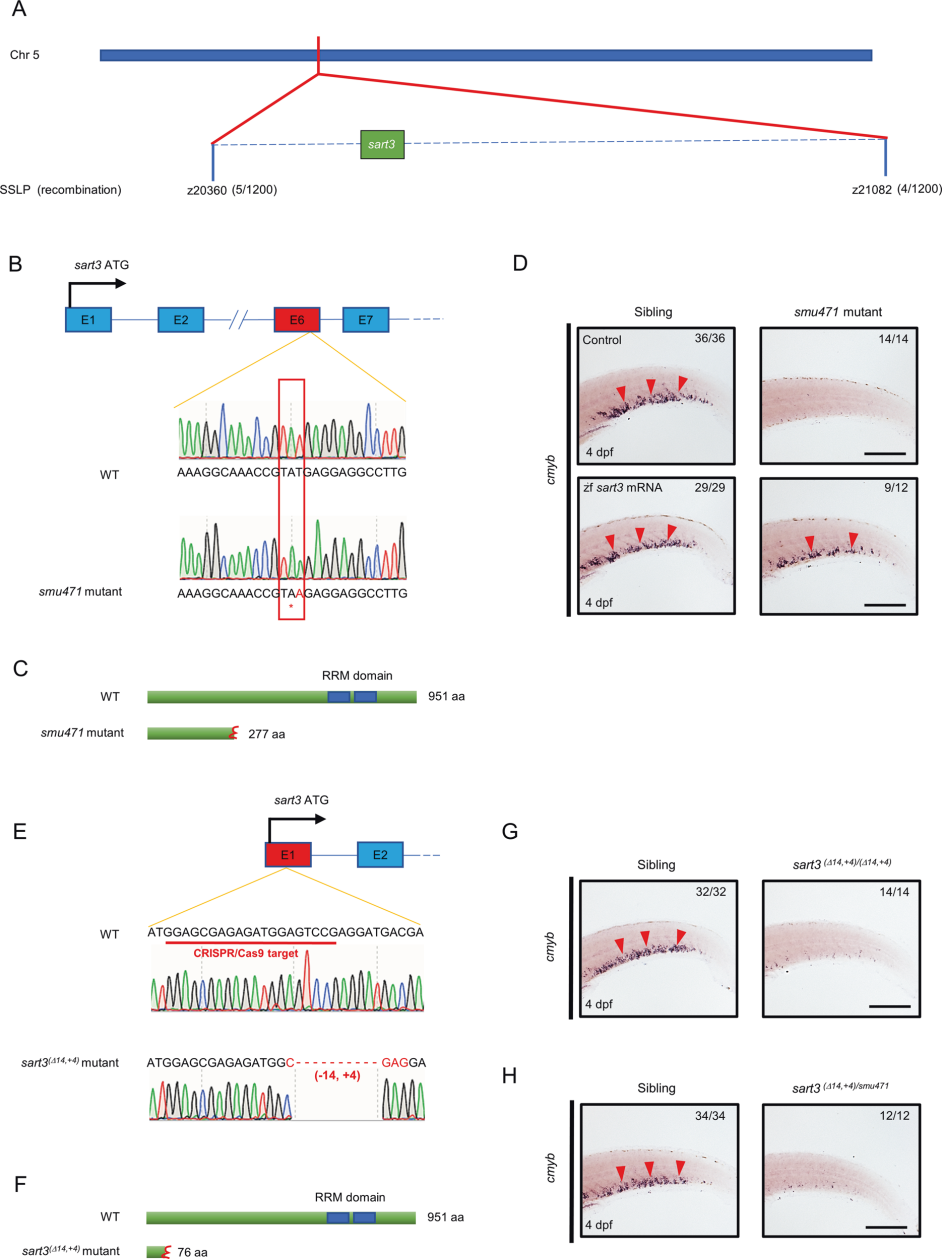
*sart3* is the causative gene of the zebrafish *smu471* mutation. **A** Genetic map of the candidate region on chromosome 5 (Chr 5) located between two SSLP markers, z20360 (5 recombinants in 1200 *smu471* mutants) and z21082 (4 recombinants in 1200 *smu471* mutants). There are twenty candidate genes in this mapped region. **B**, **C** Sequencing of the candidate gene cDNAs showed a transition of T to A at *sart3* exon 6, which predicted a stop codon (**B**) and truncated Sart3 protein (**C**). **D** Rescue assay. Zebrafish *sart3* mRNA (zf *sart3* mRNA) overexpression restored defective *cmyb* expression in *smu471* mutants. **E** A 14-bp deletion and 4-bp addition in *sart3* exon 1 were identified in CRISPR/Cas9 generated mutants. Sequence underlined in red indicates the CRISPR/Cas9 target in *sart3*. **F** Premature Sart3 protein generated by the *sart3*^*(Δ14,+4)*^ mutant. **G** *cmyb*^*+*^ signals decreased in 4 dpf *sart3*^*(Δ14,+4)*^ mutants. **H** *cmyb* + signals decreased in the 4 dpf bi-allelic *sart3*^*(Δ14,+4)*/*smu471*^ mutants. The red arrowheads indicate the *cmyb* signals. Scale bars: 200 µm.

To confirm *sart3* as the causative gene of the *smu471* mutant, we performed a rescue experiment by overexpressing zebrafish *sart3* mRNA in *smu471* mutant embryos. Zebrafish *sart3* mRNA recovered *cmyb* and *rag1* expression of the *smu471* mutant (Fig. 2D, S5A). Furthermore, human *SART3* mRNA also rescued the hematopoietic defect of the *smu471* mutant (Fig. S5B), suggesting functional conservation across species. Notably, we generated another *sart3* mutant zebrafish by CRISPR/Cas9, which had 14-base pairs deleted and 4-base pairs added in exon 1, identified as *sart3*^*(Δ14,+4)*^ (Fig. 2E). The mutant predictably generated a premature Sart3 protein (Fig. 2F) that exhibited the same phenotype as the *smu471* mutant (Fig. 2G). Moreover, we outcrossed heterozygous *smu471* with heterozygous *sart3*^*+/(Δ14,+4)*^ producing a bi-allelic mutant *sart3*^*(Δ14,+4)/smu471*^, which had a similar HSPC defect as the *smu471* mutant (Fig. 2H). Taken together, these data indicate that *sart3* is the causative gene of the *smu471* mutant zebrafish (named *sart3*^*smu471*^ hereafter).

### HSPCs undergo arrested proliferation and increased apoptosis in the *sart3*^*smu471*^ mutant

Based on the published time-series RNA-seq data of the zebrafish CHT region [47] (http://www.picb.ac.cn/hanlab/ichtatlas/Home/), we found the dynamic expression of *sart3* to gradually increase with HSPC developmental stage. The *sart3* expression in HSPC was low at HSPC initiation (28–36 hpf) and gradually increased from 52 hpf to 4 dpf (Fig. S6), suggesting a role for *sart3* in HSPC expansion and maintenance within the CHT region.

We thereby examined cell proliferation and cell death in *sart3*^*smu471*^ mutant HSPCs in the CHT region. We monitored CHT region HSPC status using 2.5-dpf inter-crossed progenies of the *sart3*^*+/smu471*^;*Tg(cd41:eGFP)*^*+/+*^ transgenic zebrafish. Measurement of cell proliferation by the bromodeoxyuridine (BrdU) incorporation assay found the percentage of BrdU labeled *cd41:eGFP*^low^ HSPCs (*eGFP*^low^; BrdU double positive cells) to be significantly reduced in *sart3*^*smu471*^ mutants compared to their sibling controls (Fig. 3A, B), suggesting that HSPC proliferation was attenuated by the *sart3* mutation. We then monitored cell death in the *sart3*^*smu471*^ mutant by terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labeling (TUNEL) assay. Results showed the percentage of *cd41:eGFP*^low^ and TUNEL double positive cells to be significantly increased (Fig. 3C, D), suggesting that HSPC maintenance was also affected by the *sart3* mutation. Taken together, the above data suggest that the HSPC deficiency in *sart3*^*smu471*^ mutant is due to both decreased cell proliferation and increased cell death.

**Fig. 3:**
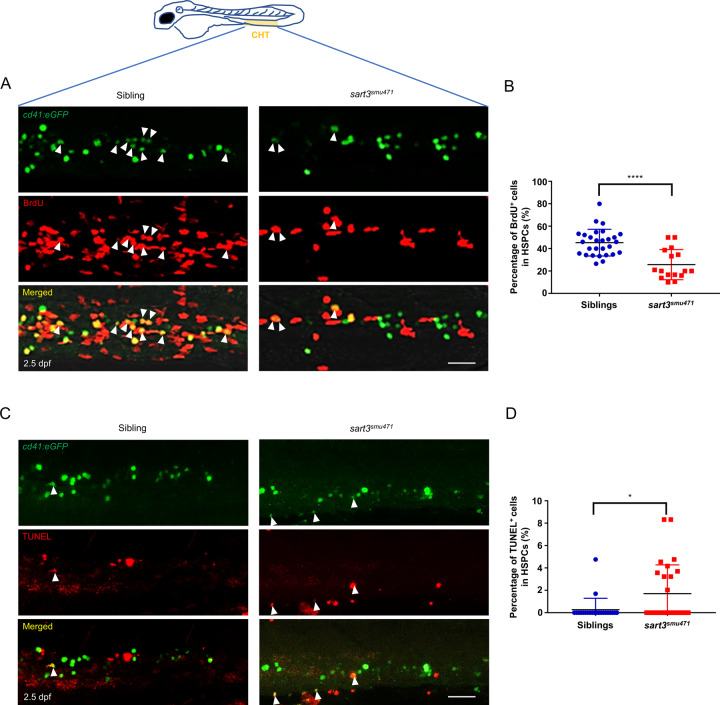
Decreased HSPC proliferation and increased apoptosis in *sart3*^*smu471*^ mutants. **A**, **B** Decreased HSPC proliferation in *sart3*^*smu471*^ mutants. **A** The BrdU incorporation assay. The white arrowheads indicate proliferating HSPCs (*cd41*:*eGFP*^low^; BrdU double positive cells). Green indicates eGFP, red indicates BrdU. **B** Statistical analysis of the percentage of CHT localized *cd41*^low^ HSPCs that incorporate BrdU (Student’s *t*-test, means ± SD; siblings, *n* = 28; *sart3*^*smu471*^ mutants, *n* = 16; ****P < 0.0001). **C**, **D** Increased HSPC death in *sart3*^*smu471*^ mutants. **C** The TUNEL assay. The white arrowheads indicate HSPCs undergoing cell death (*cd41*:*eGFP*^low^; TUNEL double positive cells). Green indicates eGFP, red indicates TUNEL. **D** Statistical analysis of the percentage of CHT localized *cd41*^low^ HSPCs labeled by TUNEL (Mann–Whitney *U* test, means ± SD; siblings, *n* = 24; *sart3*^*smu471*^ mutants, *n* = 27; *P < 0.05). Scale bars: 50 µm.

### The HSPC defect in the *sart3*^*smu471*^ mutant is p53 dependent

Previous analysis has shown *SART3* to control *CMYC* and *GATA2* expression during mouse BM hematopoiesis [36], which could partially explain adult HPC cell cycle defects caused by a *Sart3* deficiency. Yet, how *Sart3* regulates embryonic HSPC proliferation and maintenance is still unclear. To analyze the molecular mechanism, we performed RNA sequencing (RNA-seq) analysis to assess *Sart3* regulation of HSPC expansion. 

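RNA was taken from whole larvae at 4 dpf, from *sart3* smu471 mutants (3 libraries) and from their wild-type siblings (3 libraries). Sequencing libraries were made with the NEBNext Ultra RNA kit. The authors deposited a table of 37898 genes with the number of reads counted on each gene in each library, without normalization, and an FPKM value (a count scaled by gene length and library size) made from each count. The paper's text does not name the aligner, the gene counter, the genome build or the tool behind its list of differentially expressed genes. The sibling libraries held 18310233, 17688388 and 17586740 counts on genes, a median of 17688388, and the mutant libraries held 17387137, 16008788 and 16524783, a median of 16524783. Libraries of one group differed by more than the sampling noise, with a chi-square per degree of freedom between 4.40 and 13.8, and each was counted as 1 replicate. From the deposited counts, genes with enough counts for a test were kept with edgeR's filterByExpr, which left 24809 genes, and library sizes were scaled with the TMM method. Mutants and siblings were compared with edgeR's quasi-likelihood test, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05, the limit given in the legend of Fig. 5A. The choice of filter, scaling and test changes how many genes are called. The mutated gene was examined first. *sart3* (ENSDARG00000008032) lies on chromosome 5 from 20453874 to 20481389 in the deposited table, which does not name its genome build. Its counts were 1178, 1218 and 1246 in siblings and 923, 772 and 825 in mutants. Scaled to the library size as CPM, this was 68.4 ± 2.1 (SD, n = 3) in siblings and 50.3 ± 2.79 (SD, n = 3) in mutants. The log2 fold change was -0.44 (standard error 0.07, adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -0.49 and -0.41 with each library left out in turn.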

Since the HSPC defect was evident at 4 dpf, RNA from *sart3*^*smu471*^ mutants and their wild-type siblings at this stage was collected for sequencing. Distance heatmap analysis of siblings and *sart3*^*smu471*^ mutants showed correlations for each biological replicate. 

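The squared Pearson correlation (R2) of log2(CPM + 1) was computed for each pair of libraries over the 32399 genes with a count in any library. It is a correlation across genes, which are not independent replicates. The 3 pairs of mutant libraries had an R2 between 0.978 and 0.984, with a mean of 0.981. Pairs of sibling libraries ranged from 0.969 to 0.982 around a mean of 0.976. The 9 pairs of a mutant with a sibling library gave values between 0.932 and 0.944, with a mean of 0.937, so each pair within a group was more alike than any pair across the groups. Restricting the genes to those that passed filterByExpr moved the values between the groups most, to a mean of 0.899. Values within mutants and within siblings moved most with a pseudocount of 0.1, to means of 0.961 and 0.96.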

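Average-linkage clustering of the 6 libraries on log2(CPM + 1), split into 2 clusters, placed the 3 sibling libraries in one and the 3 mutant libraries in the other. In a principal component analysis of the same values, the leading component held 62.6% of the variance. Its scores were -47.5, -46.0 and -41.4 in siblings and 46.1, 45.3 and 43.5 in mutants. The next component held 14.2%.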

Siblings and *sart3*^*smu471*^ mutants could be divided into two clusters (Fig. 4A). 

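The paper's KEGG gene lists were not used here. A spliceosome list and a p53 signaling list were written instead after the categories of the KEGG maps, with *sart3* left out. The table held 125 of the 129 symbols written for the spliceosome and 74 of the 76 written for p53 signaling. Of the 119 spliceosome genes with enough counts for a test, 52 were higher and 13 were lower in mutants, or 53 and 14 when p-values were adjusted over the list alone. Their median log2 fold change was 0.18. The share of genes higher in mutants was larger in the list than among the other genes tested. This was 43.7% of the list against 13.4% of the other genes tested, an odds ratio of 5.00 (Fisher's exact test, two-sided, p = 8.6e-16). Among the 73 p53 signaling genes tested, 23 were higher and 7 were lower, or 25 and 8 when adjusted over the list alone. The median log2 fold change of the list was 0.23, and it lay between 0.13 and 0.24 with each library left out in turn. A share of 31.5% was higher in mutants, against 13.5% of the other genes, an odds ratio of 2.94 (Fisher's exact test, two-sided, p = 8.6e-05). Some genes of the p53 signaling list are named by the paper from these same libraries, so its counts are not independent evidence.

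As a set test, camera with a preset correlation between genes of 0.01 was run on both lists and on 9 lists of other tissues and processes, with Benjamini-Hochberg adjustment over the 11 lists. The spliceosome list shifted upwards with an adjusted p of 8.1e-07 and the p53 signaling list with an adjusted p of 0.0086. Both lists also shifted under limma's fry test, which allows for correlated genes (adjusted p of 0.00042 and 0.00017). Unlike camera, fry asks whether a list changed at all, not whether it changed more than other genes. Neither shift passed when camera estimated the correlation from the 6 libraries, with adjusted p of 0.30 for the spliceosome and 0.10 for p53 signaling. The p53 signaling list also fell short when the genes the paper names were left out (52 genes, median log2 fold change 0.10, adjusted p = 0.11 from camera). The spliceosome genes with the smallest adjusted p were *lsm7*, with a log2 fold change of 2.90, *aqr* with 2.11, *prpf31* with 2.80, *xab2* with 2.20 and *snrnp27* with 2.25. Each of these 5 genes had a standard error between 0.06 and 0.08 and an adjusted p between 7.3e-08 and 3.0e-07 from edgeR's quasi-likelihood test. *lsm7*, which encodes a subunit of the Lsm ring on U6 snRNA, went from 40.5 ± 2.35 CPM (SD, n = 3) in siblings to 303 ± 8.19 (SD, n = 3) in mutants.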

Through Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, we found that the ‘spliceosome’ and the ‘p53 signaling pathway’ were the most significantly enriched pathways in *sart3*^*smu471*^ mutants compared with their siblings (Fig. 4B). Specifically, we found a series of genes (*ccng1*, *p21*, *gadd45*, *baxa, casp8*, *p53*, and *mdm2*) that were upregulated by *sart3* mutation (Fig. 4C), all of which were related to *p53* involved cell cycle or apoptosis pathways. 

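In the deposited counts, *p21* is listed as *cdkn1a* (ENSDARG00000076554). *casp8* rose from 6.36 ± 0.32 CPM (SD, n = 3) in siblings to 39 ± 1.0 (SD, n = 3) in mutants, with a log2 fold change of 2.61 (standard error 0.10, adjusted p = 8.8e-07 from edgeR's quasi-likelihood test). For *mdm2*, the values were 10.0 ± 0.95 in siblings and 57.3 ± 2.81 in mutants, with a log2 fold change of 2.52 (standard error 0.10, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test). *cdkn1a* went from 30.9 ± 6.70 to 88.8 ± 5.59 CPM, a log2 fold change of 1.52 (standard error 0.15, adjusted p = 0.00016). The log2 fold change of *ccng1* (ENSDARG00000076667) was 1.09 (standard error 0.17, adjusted p = 0.0018), from 16.3 ± 2.29 in siblings to 34.6 ± 6.85 in mutants.

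The table holds 2 identifiers named *baxa*, next to each other on chromosome 3, so reads could be split between them by the authors' counting. ENSDARG00000020623 rose with a log2 fold change of 1.14 (standard error 0.09, adjusted p = 4.4e-05), while ENSDARG00000089129 had between 6 and 19 counts in each library and did not differ (log2 fold change 0.25, standard error 0.48, adjusted p = 0.74). It also holds several *gadd45* genes. *gadd45aa* rose with a log2 fold change of 1.39 (standard error 0.13, adjusted p = 0.00012) and *gadd45bb* with 0.76 (standard error 0.14, adjusted p = 0.0041). *gadd45gb.1* was lower in mutants, at 6.54 ± 0.50 CPM against 19.0 ± 2.79 in siblings, a log2 fold change of -1.54 (standard error 0.15, adjusted p = 0.00016). *gadd45ba*, *gadd45ga* and *gadd45ab*, with *gadd45gip1*, did not differ, with adjusted p between 0.22 and 0.75. Every gene called here kept its direction and its call with each library left out in turn. From the upregulation of genes tied to the cell cycle and apoptosis, followed by RT-qPCR on the same genes, the paper concludes that the p53 pathway was activated in *sart3* smu471 mutants. For this conclusion it also draws on RT-qPCR in sorted HSPCs and a western blot of p53 protein. Whether the HSPC defect depends on p53 was tested in the paper by knockdown.

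**Figure D1:**
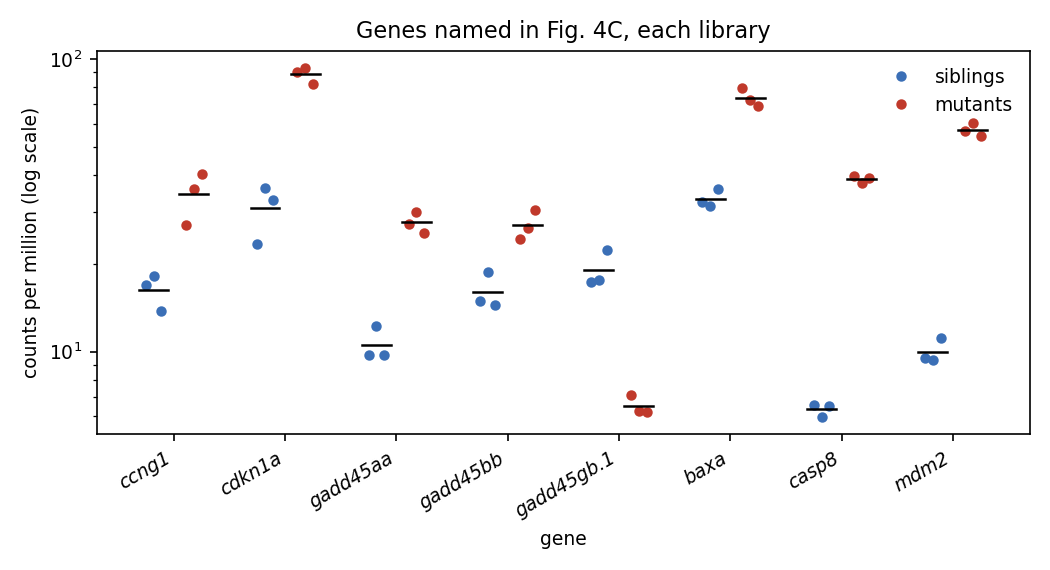
CPM, on a log axis, of genes named in Fig. 4C that were called differentially expressed, in each sibling library (blue) and each mutant library (red). Black bars are the means of the 3 libraries. Mutants lie above siblings for each gene shown except *gadd45gb.1*, where the mutant mean of 6.54 lies under the sibling mean of 19.0.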

To validate the RNA-seq data, we evaluated gene expression by real-time quantitative polymerase chain reaction (RT-qPCR). Consistent with the RNA-seq data, expression of *p53*-related genes was significantly elevated in *sart3*^*smu471*^ mutants compared with siblings (Fig. 4D), confirming activation of the p53 pathway in the *sart3*^*smu471*^ mutants. To determine whether p53 pathway activation occurred in mutant HSPCs, we examined *p53*-related upregulated gene expression in sorted *cd41:eGFP*^low^ labeled HSPCs. We found the expression of these genes to be significantly upregulated in the HSPCs of *sart3*^*smu471*^ mutants compared with their siblings (Fig. 4E), indicating the HSPC defect to be associated with p53 pathway activation.

**Fig. 4:**
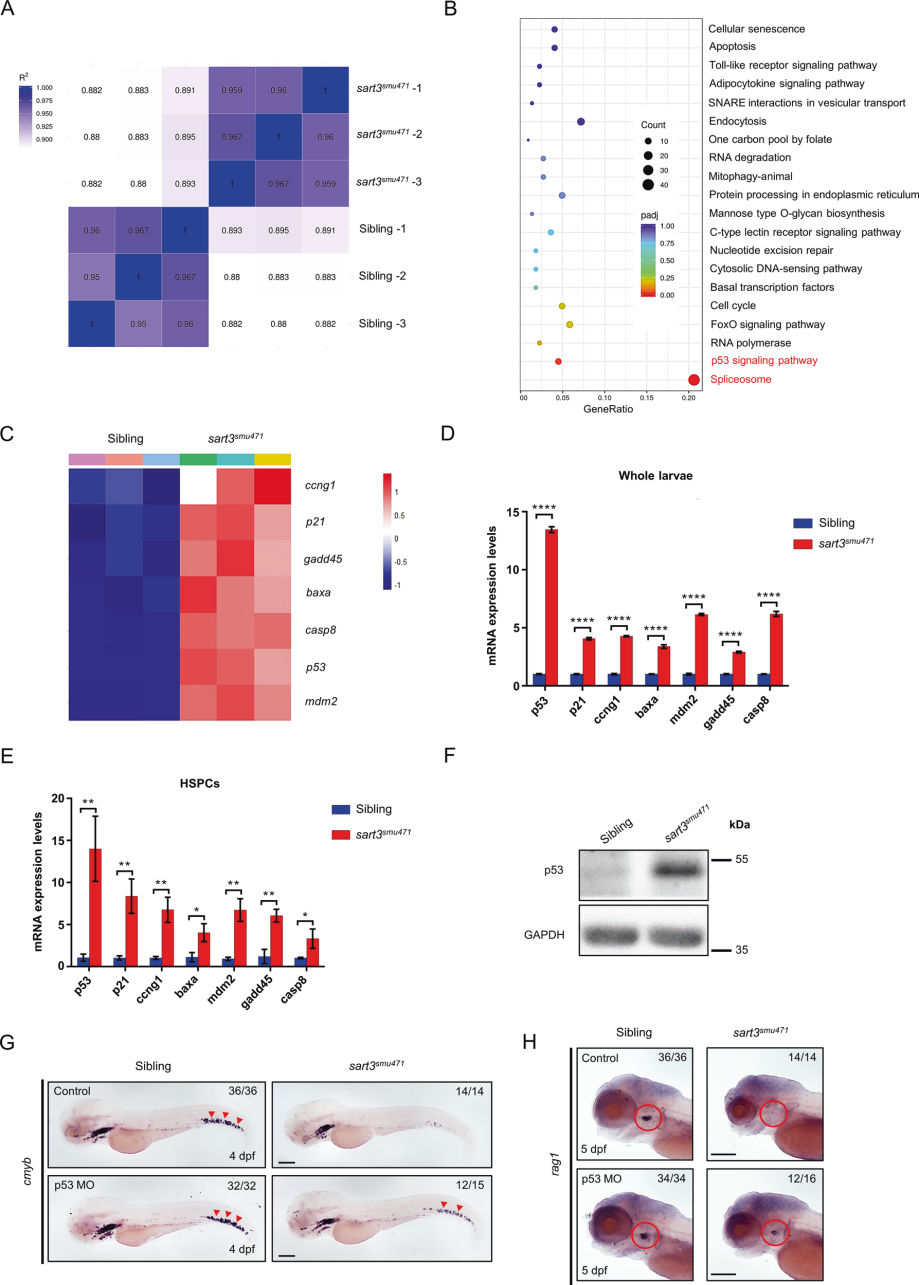
Reductions in HSPCs are p53 dependent in *sart3*^*smu471*^ mutants. **A** Distance heatmap analysis of WT siblings and *sart3*^*smu471*^ mutants. The color scale is shown on the left. The deeper the blue block the less different the samples are. **B** Spliceosome and p53 signaling pathway enrichment in *sart3*^*smu471*^ mutants by KEGG analysis of the RNA-seq data. **C** Heatmap demonstrating upregulation of p53 pathway genes in *sart3*^*smu471*^ mutants (data was normalized by Z-score, Z-score was shown on the right). **D**, **E** RT-qPCR validation of the RNA-seq data. Upregulation of *p53* and its downstream target genes *p21, ccng1, baxa, mdm2, gadd45*, and *casp8* in *sart3*^*smu471*^ whole larvae (**D**) and HSPCs (**E**) at 4 dpf (Student’s *t*-test, means ± SD, *n* ≥ 15 per group for whole larvae, *n* ≥ 2 × 10^4^ per group for HSPCs, ns: not significant, *P < 0.05, **P < 0.01, ****P < 0.0001). **F** Increased p53 protein in 4 dpf *sart3*^*smu471*^ mutants by western blot analysis. GAPDH was used as the loading control. **G**, **H** Phenotype restoration in *p53* knockdown *sart3*^*smu471*^ mutants. Red arrowheads indicate WISH signals of *cmyb* at 4 dpf in the CHT region (**G**) and red circles indicate *rag1* signals at 5 dpf in the thymus region (**H**). Scale bars: 200 µm.

We also found the level of p53 protein to be increased in *sart3*^*smu471*^ mutants compared with their siblings (Fig. 4F), confirming the p53 activation by *sart3* mutation. It is reported that p53 pathway activation is associated with cell cycle arrest and apoptosis [48]. Furthermore, our results suggest that *sart3* may regulate HSPC proliferation and apoptosis through activation of the p53 pathway. To assess this possibility, we outcrossed a *sart3* heterozygote with a *p53*^*M214K*^ mutant in which p53 function was reported to be abrogated [49]. Unfortunately, we failed to obtain a double mutant because of the short distance between *sart3* and *p53* genes on chromosome 5. As an alternative, we knocked down p53 in *sart3*^*smu471*^ mutants by *p53* morpholino oligonucleotide (MO). As expected, downregulation of p53 rescued the HSPC (Fig. 4G) and lymphoid defect (Fig. 4H) in *sart3*^*smu471*^ mutants. Collectively, these results demonstrate that *sart3* regulates HSPC development through the p53 pathway.

### *sart3* mutation induces AS of *mdm4*

Previous studies have demonstrated SART3 to promote assembly of U4/U6 snRNPs [32, 50]. Deletion of SART3 reduces functional U4/U6 di-snRNPs which have an essential role in pre-mRNA splicing [32]. To assess *sart3* regulation of HSPC development, we completed AS analysis based on RNA-seq data. 

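The authors ran rMATS, which compares the junction reads that include and skip a piece of a transcript between 2 groups, on the same 6 libraries and deposited a table of significant events for each of 5 types. The paper's text does not give its version. The legend of Fig. 5A gives an adjusted p under 0.05 for splicing, and the largest false discovery rate (FDR) in the tables is 0.0498. Each event carries the inclusion and skipping reads of the 3 libraries of each group and the effective lengths of both forms. Inclusion is the share of the inclusion form after the reads are divided by those lengths. The tables give 3 values for each group without naming their libraries, and which group is which was read from the inclusion levels printed in Fig. S7B. In 45 cells the packed reads had lost their separators and were recovered from the inclusion levels, 23 of mutants and 22 of siblings. The reads of 6 of the 2075 events could not be recovered. These events stayed out of results that need reads, except the 1313 events counted at the limit of 10 reads. Inclusion computed from the reads differed from the deposited differences by at most 0.00096. The tables hold only events that had passed the authors' test, so no test was rerun over all events. The smallest library of an event held a median of 19 junction reads, 762 events (36.8%) had under 10 reads in at least 1 library, and 310 had none in at least 1 library. Because rMATS pools this evidence over libraries, an event with few reads can still be significant, and limits on the reads change the number of events.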

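The 2075 deposited events fell in 1574 genes, counted by gene identifier, and the skipped exon events concerned 1269 distinct exons. With an FDR under 0.01, 1845 events were left, of which 1184 were skipped exons, 140 retained introns, 133 alternative 3′ splice sites, 70 alternative 5′ splice sites and 318 mutually exclusive exons. A difference in inclusion of at least 0.1 was seen in 1790 events. Among events with known reads, at least 10 junction reads in every library were present in 792 skipped exons, 103 retained introns and 90 alternative 3′ splice sites. The same limit left 55 alternative 5′ splice sites and 267 mutually exclusive exons. The inclusion values of mutants and siblings did not overlap in 924 events, the smallest of the counts given over all types. Chance alone separates 3 values from 3 in 10% of cases that no test has selected. The deposited events had all passed the authors' test, so 10% is no baseline for them.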

We identified 2075 *sart3*-affected AS events including; 1327 skipped exons, 159 retained introns, 145 alternative 3′ splice sites, 81 alternative 5′ splice sites, and 363 mutually exclusive exons (Fig. S7A). To determine whether *sart3*-affected AS events associated with p53 activation, we analyzed genes differentially expressed in the *sart3*^*smu471*^ mutant (5424 genes) with AS (2002 genes) and found 607 genes that overlapped (Fig. 5A). 

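Of the 24809 genes tested, 6924 were differentially expressed in mutants, 3368 higher and 3556 lower. An absolute log2 fold change of at least 1 was the alternative that moved this number most, to 2063 genes. DESeq2 called 6593 of 28030 genes, and 6234 of these were called by both tools. With each library left out in turn, between 4706 and 7085 genes were called. The number of genes higher in mutants fell to 2227 without mutant replicate 1 and to 2226 without mutant replicate 2.

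Genes with an event in the splicing tables numbered 1543 among the genes tested for expression, and 31 others were not tested. Both differentially expressed and alternatively spliced were 541 genes, 315 higher and 226 lower in mutants. This was 35.1% of the genes with an event, against 27.4% of the other genes tested, an odds ratio of 1.43 (Fisher's exact test, two-sided, p = 2.7e-10). Genes with an event had a median of 25.6 CPM, against 9.43 for other genes. Random sets of 1543 genes matched on mean expression held 549 ± 17.4 differentially expressed genes (SD over 10000 draws), and the observed 541 did not differ from them (permutation test by resampling, two-sided, p = 0.67). With DESeq2's calls the shared genes numbered 529.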

Based on the overlapped genes, we performed Gene Ontology (GO) term enrichment analysis and KEGG pathway analysis using the Metascape database [51] and found ‘mRNA processing’ to be the most enriched pathway (Fig. 5B). The ‘p53 signaling pathway’ was also enriched (Fig. 5B). 

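Whether the lists of spliceosome and p53 signaling genes were over-represented among the 541 shared genes was tested against the genes with an event, a test chosen after the values were seen. Of the 12 p53 signaling genes with an event, 9 were also differentially expressed, an odds ratio of 5.63 (Fisher's exact test, two-sided, p = 0.0055, adjusted p = 0.011 over the 2 lists). The p53 signaling list holds genes that the paper names from these same libraries, so this overlap is not independent evidence. It was not tested again without them. Of the 14 spliceosome genes with an event, 7 were also differentially expressed, an odds ratio of 1.86 that did not differ from 1 (Fisher's exact test, two-sided, p = 0.27). Against every gene tested for expression, the odds ratios were 6.40 (adjusted p = 5.9e-05) for p53 signaling and 2.83 (adjusted p = 0.016) for the spliceosome from Fisher's exact test. With DESeq2's calls, 8 of the 12 p53 signaling genes were shared and the adjusted p was 0.054. Which genes had enough junction reads for rMATS was not known here, and it limits either background.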

Clustering analysis of the enriched p53 signaling pathway showed that seven genes (*ptenb*, *adgrg6*, *thbs1b*, *adgrb1a*, *ccnd2a*, *p53*, and *baxa*) were upregulated and six genes (*ddb2*, *tek*, *elmo1*, *mdm4*, *rrm2*, and *syk*) were downregulated (Fig. 5C). 

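The genes reported here were called in the direction of Fig. 5C. *thbs1b* had a log2 fold change of 0.49 (standard error 0.06, adjusted p = 0.00075 from edgeR's quasi-likelihood test). The log2 fold changes were 0.35 for *ptenb*, 0.36 for *adgrg6*, 0.45 for *adgrb1a* and 0.54 for *ccnd2a*, with standard errors between 0.06 and 0.10 and adjusted p between 0.0010 and 0.011. Among the downregulated genes, *rrm2* (ENSDARG00000020711) fell most, from 63.5 ± 5.40 CPM (SD, n = 3) to 23.3 ± 2.06 (SD, n = 3), a log2 fold change of -1.45 (standard error 0.10, adjusted p = 2.3e-05). A further identifier named *rrm2* (ENSDARG00000078069) did not differ (log2 fold change 0.19, standard error 0.58, adjusted p = 0.84). *elmo1* had a log2 fold change of -0.50 (standard error 0.06, adjusted p = 0.00063) and *syk* one of -0.68 (standard error 0.12, adjusted p = 0.0032). *ddb2* had -0.73 (standard error 0.18, adjusted p = 0.019), and without mutant replicate 2 its adjusted p was 0.053. *tek* had -0.46 (standard error 0.12, adjusted p = 0.025) and was called in 3 of the 6 fits that each left out one library. Its adjusted p was 0.057 without sibling replicate 3, 0.069 without mutant replicate 2 and 0.081 without mutant replicate 3.

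Of these genes, the splicing tables listed no event in *ddb2*. The library with the fewest junction reads held 190 reads for the event of *thbs1b*, 158 for *ptenb*, 133 for *ccnd2a*, 68 for *baxa*, 43 for *elmo1*, 14 for *adgrg6*, 14 for the event of *adgrb1a* with most reads and 13 for *tek*. A library held no read for the event of *rrm2* and 1 read for that of *syk*. Inclusion values of mutants and siblings overlapped for *ccnd2a* (difference 0.065), *tek* (-0.095), *syk* (-0.22) and that *adgrb1a* event (0.22). Their p from exact permutation tests, two-sided, were 0.4, 0.6, 0.3 and 0.2. The groups did not overlap for *thbs1b*, *ptenb*, *baxa*, *elmo1* and *adgrg6*.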

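The *mdm4* event was a skipped exon on the minus strand of chromosome 11, from 22909535 to 22909599, which is 65 bp long. The deposited tables give these coordinates without naming a genome build. The exon lies between the exons at 22910041 to 22910090 and 22906288 to 22906393. In the 3 sibling libraries, 71, 82 and 91 junction reads included the exon and 1, 3 and 0 skipped it. In the 3 mutant libraries, 5, 1 and 6 reads included it and 17, 16 and 22 skipped it. The inclusion values were 0.98, 0.95 and 1 in siblings, with a mean of 0.977 ± 0.025 (SD, n = 3), and 0.17, 0.042 and 0.16 in mutants, with a mean of 0.124 ± 0.071 (SD, n = 3). The difference of -0.853 was larger than the spread between libraries, and no mutant value reached a sibling value (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). It lay between -0.876 and -0.812 with each value left out in turn, and was -0.817 without dividing by the effective lengths. The share of all junction reads that included the exon had 95% Wilson intervals reaching down to 0.901 in siblings and up to 0.434 in mutants, which cover counting error only. Junction reads numbered 72 to 91 in sibling libraries but 17 to 28 in mutants, so single mutant values are less precise. In the authors' deposited table, the FDR of the event is listed as 0. From the missing exon 6, the paper reasons that a truncated transcript, *mdm4-S*, would be made in *sart3* smu471 mutants. By PCR, the paper then reports more *mdm4-S* and less of the full-length transcript in mutants. Its RT-qPCR also gave less of the full-length transcript.

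**Figure D2:**
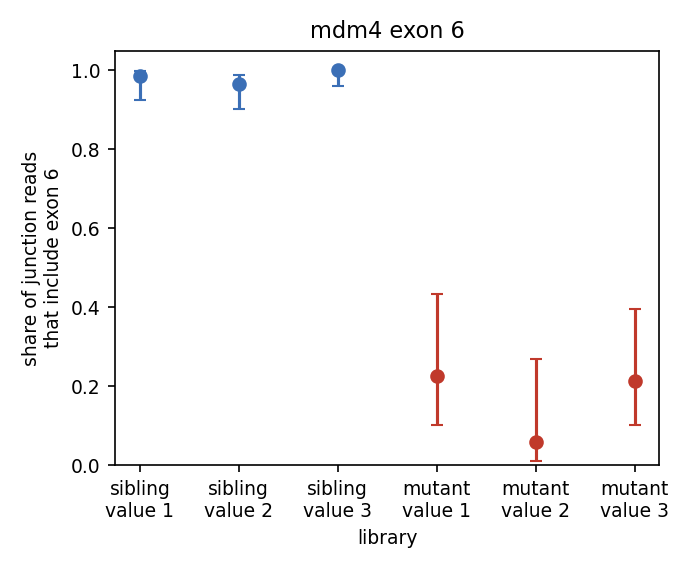
Share of junction reads that include *mdm4* exon 6 in each sibling library (blue) and each mutant library (red), with 95% Wilson intervals as error bars. The sibling intervals all lie above 0.90 and the mutant intervals all lie under 0.44.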

Of note, based on replicate multivariate analysis of transcript splicing (rMATS) analysis, *mdm4* in *sart3*^*smu471*^ mutants lacked exon 6 (Fig. S7B), which would result in a truncated *mdm4* transcript (*mdm4-S*) [52]. After analysis of the *mdm4* transcript ratio between the *mdm4* full-length transcript (*mdm4-FL*) and *mdm4-S*, we found that *mdm4-FL* was decreased in *sart3*^*smu471*^ mutants compared with siblings, whereas the *mdm4-S* was increased (Fig. 5D). By monitoring expression of *mdm4-FL* in *sart3* mutants, we found levels to be decreased at 2.5 and 4 dpf (Fig. 5E), which suggested an insufficiency of the correct *mdm4* transcripts during zebrafish development.

**Fig. 5:**
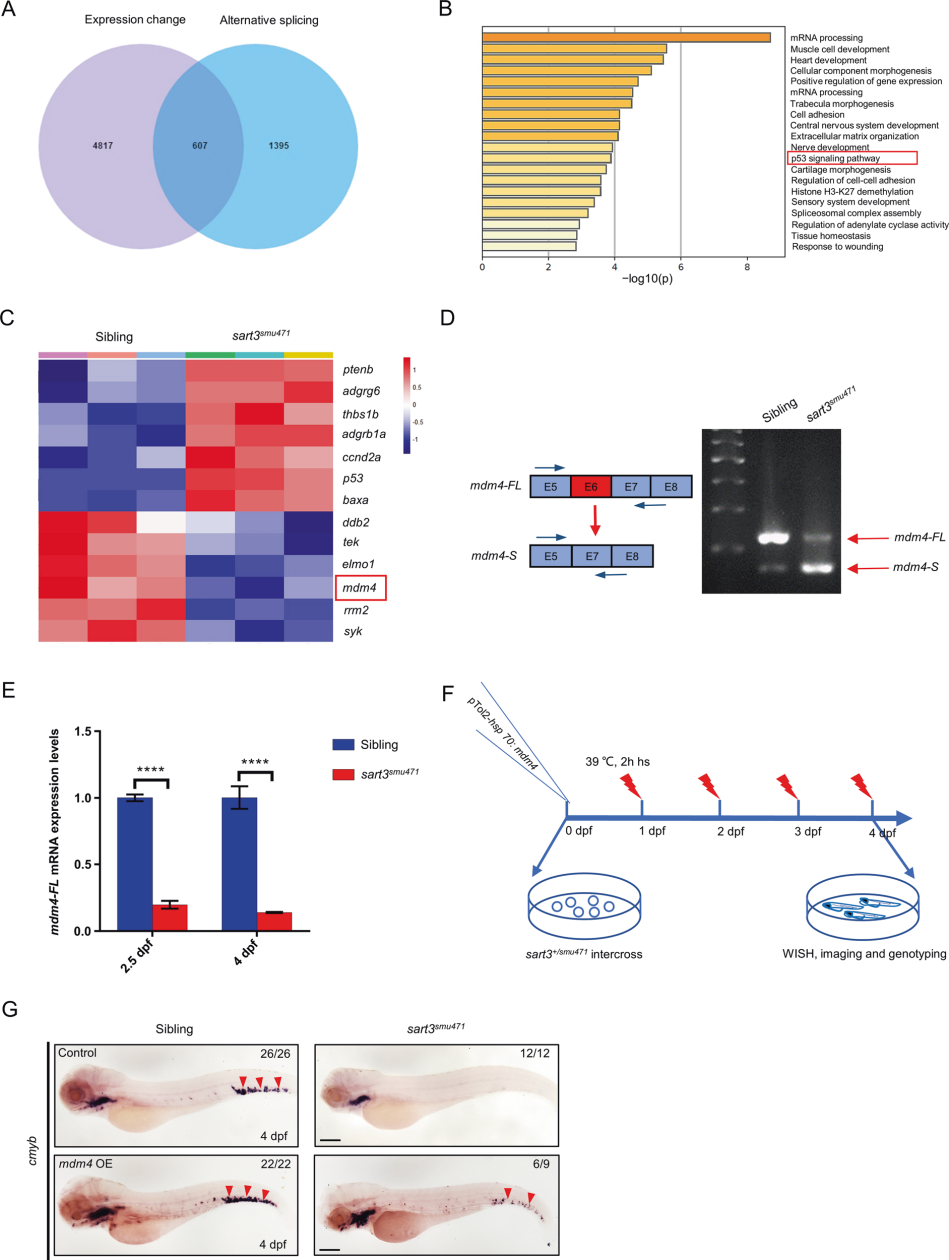
The *sart3* mutation triggers alternative splicing of *mdm4* as well as the activation of the p53 pathway. **A** Overlap of gene expression change (padj < 0.05) with alternative splicing (padj < 0.05) in *sart3*^*smu471*^ mutants from RNA-seq data. The overlapping number is 607. **B** p53 signaling pathway enrichment by GO term enrichment and KEGG pathway analyses from the 607 overlapped genes. The horizontal axis represents the significance, −log10(p). **C** Heatmap of p53 signaling pathway-related gene changes exhibited in (**B**) (data was normalized by Z-score, Z-score was shown on the right). The p53 negative regulator, *mdm4*, is boxed. **D** *mdm*4 alternative splicing and primers designed for PCR detection of exon 6 skipping. The *mdm4* full-length transcript (*mdm4-FL*) decreases and truncated *mdm4* transcript (*mdm4-S*) increase in *sart3*^*smu471*^ mutants. **E** Decreased expression of *mdm4-FL* by RT-qPCR at 2.5–4 dpf *sart3*^*smu471*^ mutants (Student’s *t*-test, means ± SD, *n* ≥ 15 per group, ****P < 0.0001). **F** The procedure for the *mdm4* overexpression rescue of reduced HSPCs in *sart3*^*smu471*^ mutants. hs: heat shock. **G** Partial restoration of *cmyb* signals in *sart3*^*smu471*^ mutants by *mdm4* overexpression (OE). Red arrowheads indicate *cmyb* signals by WISH in the CHT region of 4 dpf larvae. Scale bars: 200 µm.

MDM4 was known to inhibit the transcription of p53 by binding its transactivation domain [53], and promote p53 protein degradation by interacting with MDM2 [54]. Besides, p53 could regulate itself transcription [55]. Thus, we speculated that elevated p53 expression and enhanced protein activity in *sart3*^*smu471*^ mutants were attributed to AS and downregulation of *mdm4*. To confirm the role of *mdm4* in *sart3*-regulation of HSPC development, we performed a functional assay that restored *mdm4* in *sart3*^*smu471*^ mutants. We found that decreased HSPCs in *sart3*^*smu471*^ mutants could be partially rescued by overexpressing *mdm4* (Fig. 5F, G), suggesting that HSPC deficiency due to *sart3* mutation was, at least in part, a result of *mdm4* insufficiency.

## Discussion

In this study, we mapped the zebrafish *smu471* mutation and identified a *sart3* nonsense mutant that disrupted early HSPC development resulting in definitive hematopoiesis failure. Furthermore, we showed that splicing dysregulation and p53 pathway activation resulted in definitive hematopoiesis failure in *sart3*^*smu471*^ mutants. Overall, these results demonstrate that impairment of *mdm4* by *sart3* mutation activates p53 and its downstream pathway, affecting HSPC proliferation and apoptosis during early hematopoiesis (Fig. 6).

**Fig. 6:**
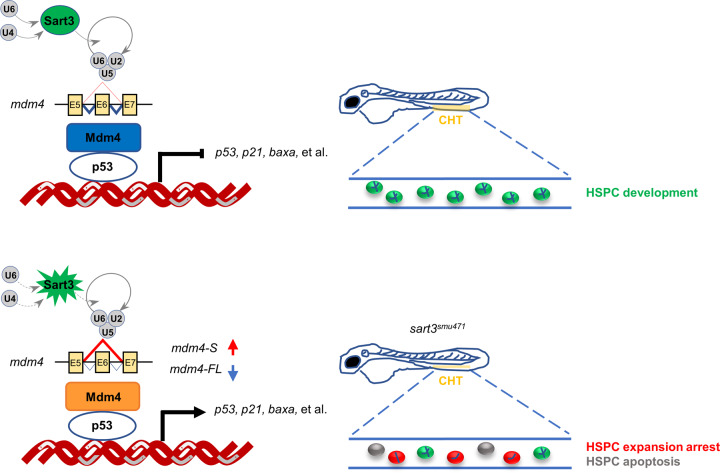
Schematic diagram of Sart3-Mdm4-p53-regulated HSPC development in zebrafish. Schematic diagram of HSPC development regulated by Sart3-Mdm4-p53 pathway in zebrafish. Sart3, which could recycle U4 and U6 snRNPs into spliceosome assembly to affect pre-mRNA splicing [43], promotes HSPC development (current study). Mutation of Sart3 (highlighted in burst) reduces efficient recycling of U4 and U6 snRNPs (broken lines) so that normal splicing of *mdm4* is disrupted. *Mdm4* exon 6 (E6) skipping by *sart3* mutation results in increased truncated *mdm4* transcript (*mdm4-S*) and decreased *mdm4* full-length transcript (*mdm4-FL*). The insufficiency of Mdm4 (orange rectangle) triggers activation of p53 pathway and promotes HSPCs to undergo proliferation arrest and apoptosis in zebrafish early hematopoiesis.

During adult hematopoiesis, mouse *Sart3* has been associated with HPC numbers, survival, and cell cycling, which are likely linked to regulation of *CMYC* [36]. In early hematopoiesis, study of the zebrafish *egy* mutation (another *sart3* zebrafish mutant) found that *sart3* mutation resulted in multi-organ defects including a definitive hematopoiesis defect in which the T cell marker (*rag1*) was absent but primitive erythropoiesis intact [43]. Whether and how developing HSPCs of the *egy* mutant are affected remain unknown. In the present study, we report the *smu471* zebrafish to be a different allele of the *sart3* mutant. The *smu471* mutation exhibited microcephaly and microphthalmia at 4 dpf with death at ~8 dpf (data are not shown). Notably, the *smu471* mutant had definitive hematopoiesis failure identical to the *egy* mutant. Primitive hematopoiesis and definitive HSPC initiation were not disrupted. We attributed definitive hematopoiesis failure to decreased proliferation and increased apoptosis of HSPCs by the *smu471* mutation. Taken together, our results and those of others identify a critical role for *sart3* in various HSPC development and maintenance stages.

We found the ‘spliceosome’ and the ‘p53 signaling pathway’ to be the most enriched pathways in the *sart3*^*smu471*^ mutant by KEGG pathway enrichment analysis of the RNA-seq data. Consistent with our findings, previous microarray analysis of the *egy* mutant showed that half of upregulated genes were snRNP encoding genes and splicing-related factors [43]. Similarly, we also noticed *p53* upregulated in *egy* mutant. These observations suggest that both *egy* and *smu471 sart3* mutation alleles affect hematopoietic development by control of similar molecular pathways.

It is well-known that p53 plays essential roles in cell cycle control and cell death [56, 57]. Further, p53 is highly expressed in HSPCs, wherein it mediates quiescence, self-renewal, and apoptosis [58, 59]. Knock down of *SART3* in hypoxic human U2OS cancer cells significantly decreased p53 protein levels, and p53 could activate *SART3* transcription [37]. However, in whole zebrafish larvae and in endogenous HSPCs, *p53* and its regulated genes were elevated by *sart3* mutation. In addition, downregulation of p53 efficiently restored HSPC numbers in zebrafish. Reduced HSPC levels were due to decreased cell proliferation and increased apoptosis in the *sart3*^*smu471*^ mutant. Our speculation is that *sart3* maintenance of HSPC development is due to p53-dependent inhibition of cellular proliferation and enhanced apoptosis.

*Sart3* is known to be a recycling factor for spliceosome assembly [43]. The ‘spliceosome’ is also the most enriched pathway in the *sart3*^*smu471*^ mutant RNA profile. The *sart3*^*smu471*^ mutant exhibited a transcriptome-wide RNA splicing defect. 

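In the deposited splicing tables, the direction of the events was uneven for skipped exons, retained introns and both kinds of alternative splice sites. Of the 1323 skipped exon events with known reads, 989 had lower inclusion in mutants, a share of 74.8% (95% Wilson interval 72.3% to 77.0%). Events overlap and share libraries, so the interval covers counting error only. Among the 792 of these events with at least 10 junction reads in every library the share was 79.3%, and among the 576 with no overlap between the groups it was 82.6%, the alternative that moved it most. Of the 159 retained intron events, 140 had higher retention in mutants, a share of 88.1% (95% Wilson interval 82.1% to 92.2%). Alternative 3′ splice sites gave 57 of 144 events with higher inclusion of the longer form in mutants (39.6%) and alternative 5′ splice sites 52 of 81 (64.2%). Mutually exclusive exons were close to even, with higher inclusion in mutants in 166 of 362 events (45.9%, 95% Wilson interval 40.8% to 51.0%). In that type, inclusion only names which exon of the pair is used, so its direction is no gain or loss of exons. The median difference in inclusion was -0.17 for skipped exons and 0.17 for retained introns.

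The skipped exons with the largest difference in inclusion among those with at least 20 junction reads in every library were in *tnnt3b*, *amph* and *serpinh1b*. The exon of *tnnt3b*, which encodes a troponin T of fast muscle, lies on chromosome 7 from 39447953 to 39448120 (168 bp). Its inclusion was 0.831 ± 0.203 (SD, n = 3) in siblings and 0.0745 ± 0.026 (SD, n = 3) in mutants. The *amph* exon (chromosome 2, 31897857 to 31897904) went from 0.818 ± 0.120 to 0.114 ± 0.068 and the *serpinh1b* exon (chromosome 15, 29386599 to 29386646) from 0.837 ± 0.044 to 0.191 ± 0.026. For each of these 3 exons the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Skipping reads rose in mutants for all 3 exons, in *tnnt3b* from 111, 7 and 12 to 4278, 2494 and 4998. Only for *amph* did every mutant library hold fewer inclusion reads than every sibling library. Inclusion reads of *tnnt3b* were 353, 525 and 305 in siblings and 693, 283 and 1211 in mutants. For *serpinh1b* they were 71, 98 and 68 against 119, 113 and 87. Lower inclusion of *tnnt3b* and *serpinh1b* thus came from more skipping reads. All 74 events of any type with a difference above 0.9 had at most 1 junction read in at least 1 library.

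**Figure D3:**
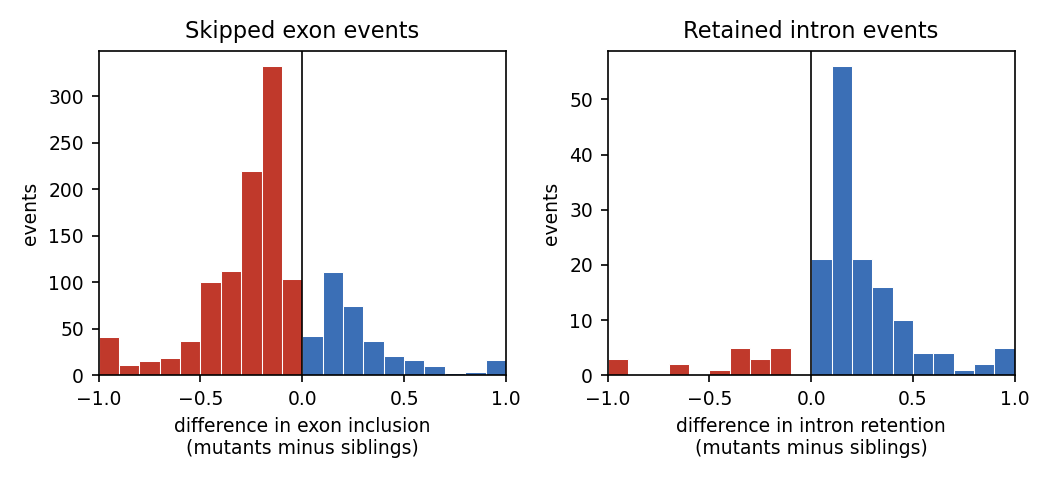
Number of deposited skipped exon events (left) and retained intron events (right) by the difference in inclusion or retention, mutants minus siblings, in bins of 0.1. Red bars are events lower in mutants and blue bars are events higher in mutants. Most skipped exon events (989) lie under 0 and most retained intron events (140) lie above it.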

Several reports suggest that p53 activation may be a consequence of a spliceosome defect [60–62], with our results providing new evidence supporting this hypothesis. It is known that MDM4 could inhibit the transcription of p53 and stimulate the MDM2-mediated protein degradation of p53 [53, 54]. 

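*mdm4* (ENSDARG00000057513, chromosome 11, 22890997 to 22916641) had 1746, 1503 and 1569 counts in the 3 sibling libraries and 1035, 842 and 1070 in the 3 mutant libraries. Scaled to CPM, this was 90.4 ± 6.73 (SD, n = 3) in siblings and 58.7 ± 5.80 (SD, n = 3) in mutants. The log2 fold change was -0.62 (standard error 0.09, adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from -0.69 to -0.55 with each library left out in turn, always with an adjusted p under 0.05. The counts are of all *mdm4* reads and do not part the full-length form from the form without exon 6.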

We found *mdm4* to undergo significantly reduced expression along with disrupted AS. *Mdm4* expression was changed by *sart3* mutation, which is consistent with a report demonstrating reduced *mdm4* expression to interfere with the spliceosome [60]. Zebrafish AS of *mdm4* in which exon 6 is skipped in the *sart3*^*smu471*^ mutant is similar to another HSPC deficient zebrafish spliceosome mutant, *bcas2*^−/−^ [62] and to the skipping of exon 6 in human or exon 7 in mouse [63, 64]. A truncated transcript termed *mdm4-S* was previously identified [52]. The conservation of spliceosome-affected *mdm4* and p53 activation across species suggests a general spliceosome-*mdm4*-p53 regulatory pathway in vertebrates.

Moreover, *SART3* alteration may be a favorable index for cancer diagnosis, prognosis, and therapy. For example, *SART3* expression may be a diagnostic and prognostic indicator of melanoma [65]. Antisense oligonucleotides-mediated *MDM4* exon 6 skipping could prove useful as a therapeutic strategy for breast carcinoma, melanoma, and diffuse large B cell lymphoma (DLBCL), by decreasing *MDM4* abundance and reducing the growth of these tumors [63]. Interestingly, we found several DLBCL cases with *SART3* alteration in the cBioPortal database (data are not shown). Thus, whether *SART3* is a candidate prognostic marker or a therapeutic target for DLBCL is worth future investigation. We have shown that human *SART3* mRNA rescues the zebrafish *sart3*^*smu471*^ mutant (Fig. S5B). The *sart3*^*smu471*^ zebrafish could serve as an in vivo model for functional validation of patient-derived mutations as well as a tool for cancer therapeutic approach development.

Taken together, this study describes a novel function for *sart3* in which HSPC proliferation and apoptosis are regulated. Further, we found that AS disruption in the *sart3*^*smu471*^ mutant included effects on the p53 repressor, *mdm4*, which activated p53. Activated p53 was triggered by *mdm4* exon 6 skipping and therefore *sart3* mutation may be a favorable prognostic marker or a potential therapeutic target for some cancers. This study expands understanding of the mechanisms that regulate HSPC development and sheds light on the mechanistic basis and potential therapeutic treatments for *sart3* related disorders.

## Materials and methods

### Zebrafish strains

Zebrafish were raised and maintained in standard conditions [66] with a 14-h light/10-h dark cycle at 28.5 °C. The following zebrafish strains were used; AB, WIK, *Tg*(*cd41:eGFP*) [67], *sart3*^*smu471*^, and *p53*^*M214K*^ [49].

### Genetic mapping and positional cloning

Mapping family generation and positional cloning were performed as previously described [68]. Heterozygous *smu471* [45] were outcrossed to the mapping strain WIK to generate the F1 mapping population, which would be further intercrossed to generate F2 gynogenetic diploid offspring. To verify the mutant phenotype, F2 individuals were subjected to whole mount in situ hybridization (WISH) by *rag1* antisense probe at 5 dpf for genetic mapping. The candidate interval was flanked by two SSLP markers: z20360 and z21082. The 20 candidate genes in this region were all subjected to exon region sequencing in both siblings and *smu471* mutants.

### Generation of *sart3* mutants by CRISPR/Cas9

*sart3*^*(Δ14,+4)*^ mutants were generated using the CRISPR/Cas9 system [69]. The guide RNA (gRNA) targeting sequence was as follows: 5′-GGAGCGAGAGATGGAGTCCG-3′, with the gRNA synthesized using T7 RNA polymerase (EP0111, Thermo Fisher Scientific, San Jose, CA, USA). The mixture of gRNA target (500 ng/µL) and Cas9 protein (600 ng/µL) (M0646M, New England Biolabs, Ipswich, MA, USA) was co-injected into one-cell stage embryos and the mutation efficiency assessed by T7E1 (M0302S, New England Biolabs) digestion. The injected embryos were raised to sexual maturity and screened for a stable F2 heterozygous phenotype of interest.

### Microinjection of mRNAs, plasmids, and MO

The coding sequence of *sart3* was PCR amplified and cloned into the pCS2^+^ vector, then the *sart3* mRNA was synthesized in vitro by mMESSAGE mMACHINE™ SP6 in vitro Transcription Kit (AM1340, Invitrogen, Carlsbad, CA, USA). The coding sequence of *mdm4* was PCR amplified and cloned into the pTol2-*hsp 70* vector. The *p53* MO (5′-GCGCCATTGCTTTGCAAGAATTG-3′) was ordered from Gene Tools as described previously [70]. Microinjection was conducted with 1.5 μg/μL *sart3* mRNA, 70 ng/μL pTol2-*hsp 70: mdm4*, and 1 mM *p53* MO. The construction primers of *sart3* and *mdm4* used in this study are listed in Table S1.

### WISH and genotyping

WISH was performed as described previously [71]. After imaging, the DNA of whole embryo/larva was extracted for genotyping to distinguish *sart3*^*smu471*^ mutants and siblings. PCR was performed to obtain DNA fragments including the point mutation site (forward primer: 5′-GACTGGGCAGATGATGGCGT-3′; reverse primer: 5′-CACCGCATCTGCTCCCAGAGAC-3′), then the PCR products were analyzed by high-resolution melting (HRM) genotyping, with the wild type (WT) and mutant showing one peak and the heterozygote showing two different peaks to initially distinguish those that were heterozygous. Next, we added pre-prepared WT PCR products to the one peak samples for second round HRM analysis, such that the WT showed one peak while the mutant showed two different peaks, as heterozygous.

### Antibody staining

Progenies of the intercrossed *sart3*^*+/smu471*^;*Tg(cd41:eGFP)*^*+/+*^ transgenic zebrafish were fixed and antibody staining was performed as previously described [72]. Primary antibody anti-GFP (1:400, ab6658, Abcam, Cambridge, UK) and secondary antibody Alexa Fluor 488-conjugated anti-goat (1:400, A32814, Invitrogen) were used. Images were captured using a Zeiss LSM800 laser scanning confocal microscope and *cd41:eGFP*^low^ labeled HSPCs were distinguished from *cd41:eGFP*^high^ labeled thrombocytes [46] by the Range Indicator tool of ZEN software according to fluorescence intensities.

### BrdU incorporation and double staining

Progenies of the intercrossed *sart3*^*+/smu471*^;*Tg(cd41:eGFP)*^*+/+*^ transgenic zebrafish were treated with 10 mM BrdU for 3 h at 28.5 °C. After fixation, dehydration, rehydration, and digestion with proteinase K, BrdU labeled embryos were incubated with anti-BrdU (1:50, 111703760001, Roche, Basel, Switzerland) and anti-GFP (1:400, ab6658, Abcam), then incubated with goat Alexa Fluor 555-conjugated anti-mouse (1:400, A31570, Invitrogen) and donkey Alexa Fluor 488-conjugated anti-goat (1:400, A32814, Invitrogen) secondary antibodies for immunofluorescent staining as previously described [73, 74]. The fluorescent images were captured using a Zeiss LSM800 laser scanning confocal microscope with a dual laser channel. According to fluorescence intensities, *cd41:eGFP*^low^ labeled HSPCs were distinguished from *cd41:eGFP*^high^ labeled thrombocytes as mentioned above. Double-positive cells were identified by layer-to-layer examination. Statistical analysis was performed after distinguishing siblings and mutants by HRM genotyping of each sample.

### TUNEL immunostaining and double staining

TUNEL was performed with an In Situ Cell Death Detection Kit TMR red (12156792910, Roche) as described [73, 74]. Initially, the *sart3*^*+/smu471*^;*Tg(cd41:eGFP)*^*+/+*^ transgenic zebrafish intercrossed progenies were fixed, dehydrated, rehydrated, and digested with proteinase K. After incubation with permeabilization solution (acetone:ethanol = 1:2) at −20 °C for 7 min, the embryos were rinsed and stained with the Kit according to the manufacturer’s instructions. Imaging, quantification, and statistical analysis were carried out as described above.

### RNA-seq and RT-qPCR

Total RNA of desired stage embryos/larvae or sorted-HSPCs was extracted using Trizol reagent (15596026, Invitrogen) according to the manufacturer’s instructions. For RNA-seq, the sequencing libraries were generated by NEBNext® UltraTM RNA Library Prep Kit for Illumina® (E7770, New England Biolabs). For RT-qPCR, cDNA was prepared with HiScript Q RT SuperMix for qPCR (+gDNA wiper) (R323-01, Vazyme, Nanjing, China). The RT-qPCR was performed using PowerUp™ SYBR^®^ Green Master Mix (4472908, Thermo Fisher Scientific) in a LightCycler 96 system (Roche). The RT-qPCR primers used in this study are listed in Table S2.

### AS analysis and detection

For AS events analysis, rMATS software was used [75]. For *mdm4* AS detection, cDNA of *sart3*^*smu471*^ mutants and their siblings was prepared as above-mentioned, then *mdm4* AS was visualized by PCR using cDNA template. AS detection primers used in this study are listed in Table S3.

### Western blot

To obtain zebrafish protein, we distinguished 4-dpf *sart3*^*smu471*^ mutants and their siblings based on the microcephaly and microphthalmia phenotype of the *sart3*^*smu471*^ mutant, then extracted total protein for western blot as previously described [76]. Mouse monoclonal antibody anti-p53 (1:200, ab77813, Abcam) [77, 78] and rabbit monoclonal antibody anti-GAPDH (1:1000, #2118, Cell Signaling Technology, Danvers, MA, USA) were used as primary antibodies.

### FACS analysis

The *sart3*^*+/smu471*^;*Tg(cd41:eGFP)*^*+/+*^ zebrafish were intercrossed and 4-dpf *sart3*^*smu471*^ mutants as well their siblings were distinguished as mentioned above. The FACS experiment was performed as described previously [79]. As reported, *cd41:eGFP*^low^ labeled cells were recognized as HSPCs [46], and were, respectively, analyzed or sorted from *sart3*^*smu471*^ mutants and siblings using a MoFlo™ XDP (Beckman Coulter, Brea, CA, USA).

### Statistical analysis

Data were recorded and analyzed using GraphPad Prism 7. Categorical variables were analyzed by Fisher’s exact test. Comparisons between two groups were analyzed by two-tailed Student’s *t*-test and nonparametric test (Mann–Whitney *U* test), based on normal distribution data or not, respectively. Data were presented as means ± standard deviation (SD). *P* < 0.05 was considered statistically significant.

## Supplementary information

Zhao et al, supplementary

## Data Availability

The RNA-seq data was submitted to the NCBI GEO repository with the accession number GSE182560.

# Supplementary material for: The spliceosome factor sart3 regulates hematopoietic stem/progenitor cell development in zebrafish through the p53 pathway
**Source:** Cell Death Dis. 2021 Oct 5;12(10):906. doi: 10.1038/s41419-021-04215-4
**Supplement:** Supplementary file 1 — Zhao et al, supplementary

**Supplementary Figures and Legends**

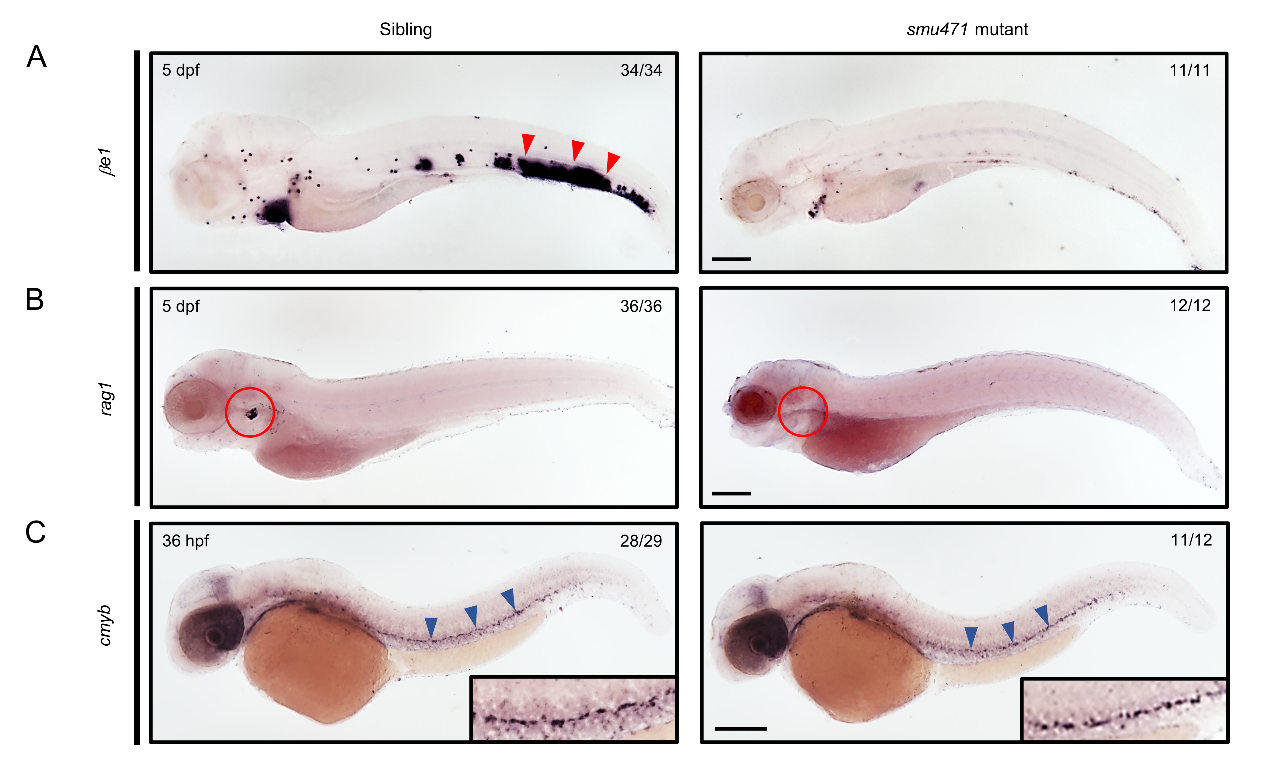

**Figure S1. Definitive hematopoiesis is defective but HSPC initiation is normal in zebrafish *smu471* mutants.**

(A, B) WISH results show definitive hematopoiesis to be significantly defective in *smu471* mutants. The erythroid maker *βe1* (red arrowheads indicate signals in the CHT region) (A) and lymphoid maker *rag1* (red circles indicate signals in the thymus region) (B) were decreased in *smu471* mutants at 5 dpf. (C) WISH results demonstrate HSPC initiation to be unaffected in *smu471* mutants. The HSPC marker *cmyb* (blue arrowheads indicate signals in the VDA region) was normal at 36 hpf and similar for *smu471* mutants and their siblings. Scale bars: 200 µm.

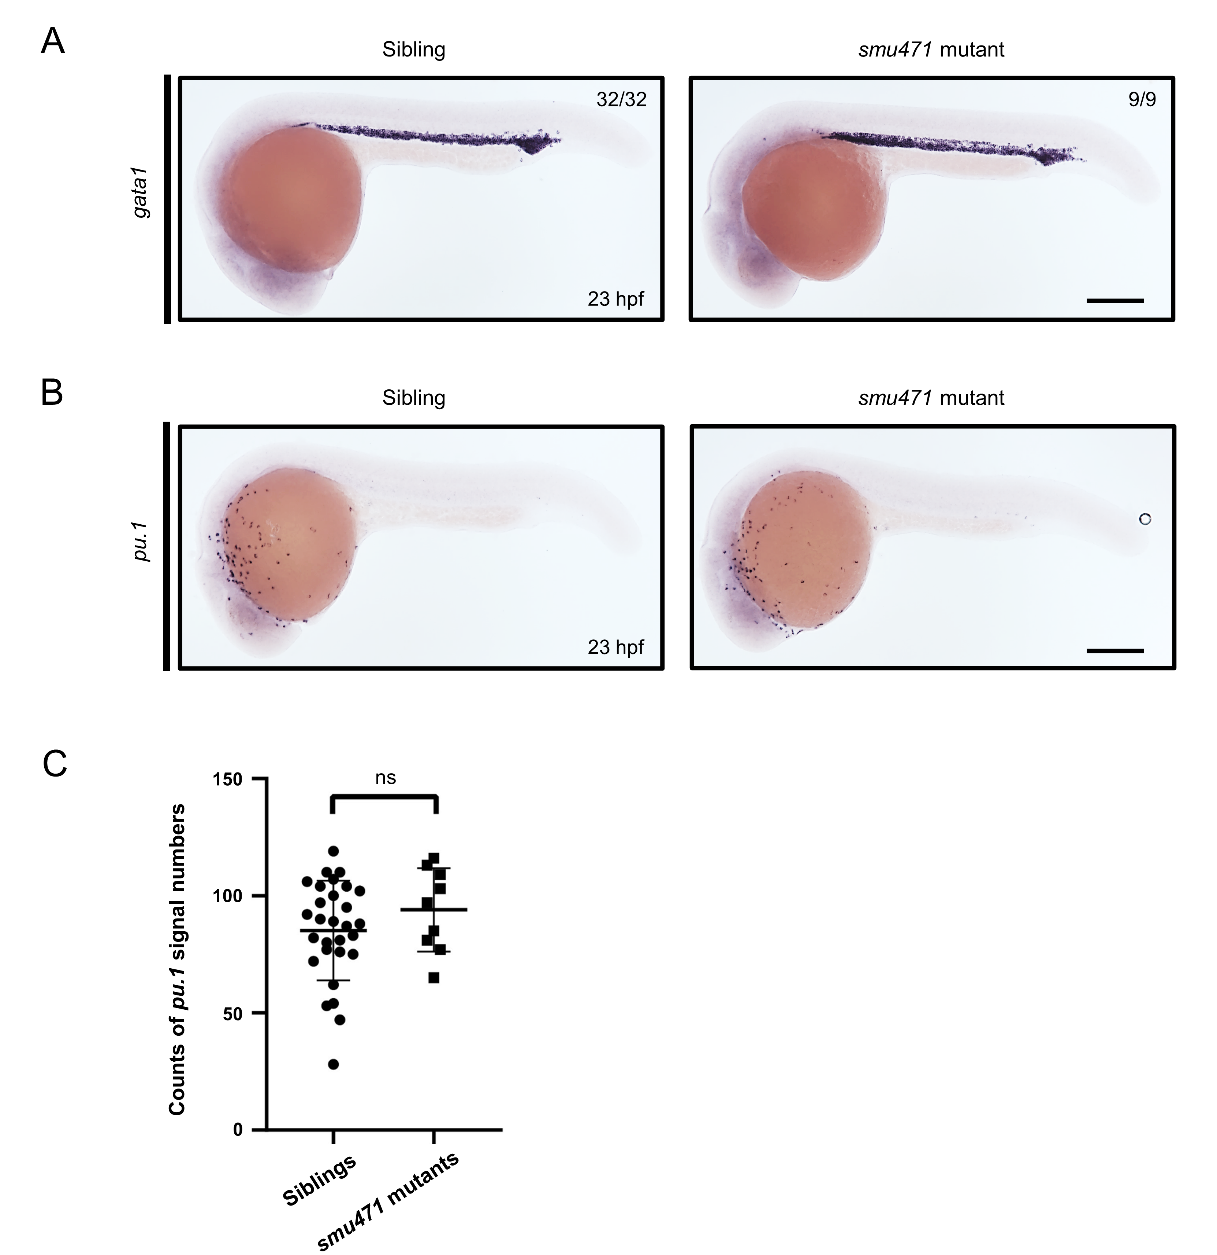

**Figure S2. Primitive hematopoiesis is unaffected in zebrafish *smu471* mutants.**

(A, B) WISH results demonstrate primitive hematopoiesis to be intact in *smu71* mutants and siblings. The primitive erythrocyte progenitor marker *gata1* (A) and myeloid progenitor marker *pu.1* (B) were unaffected at 23 hpf in *smu71* mutants and siblings. (C) Quantifications of the *pu.1^+^* signals in (B) (Student’s *t-*test, means ± SD; siblings, n = 29; *smu471* mutants, n = 9; ns: not significant). Scale bars: 200 µm.

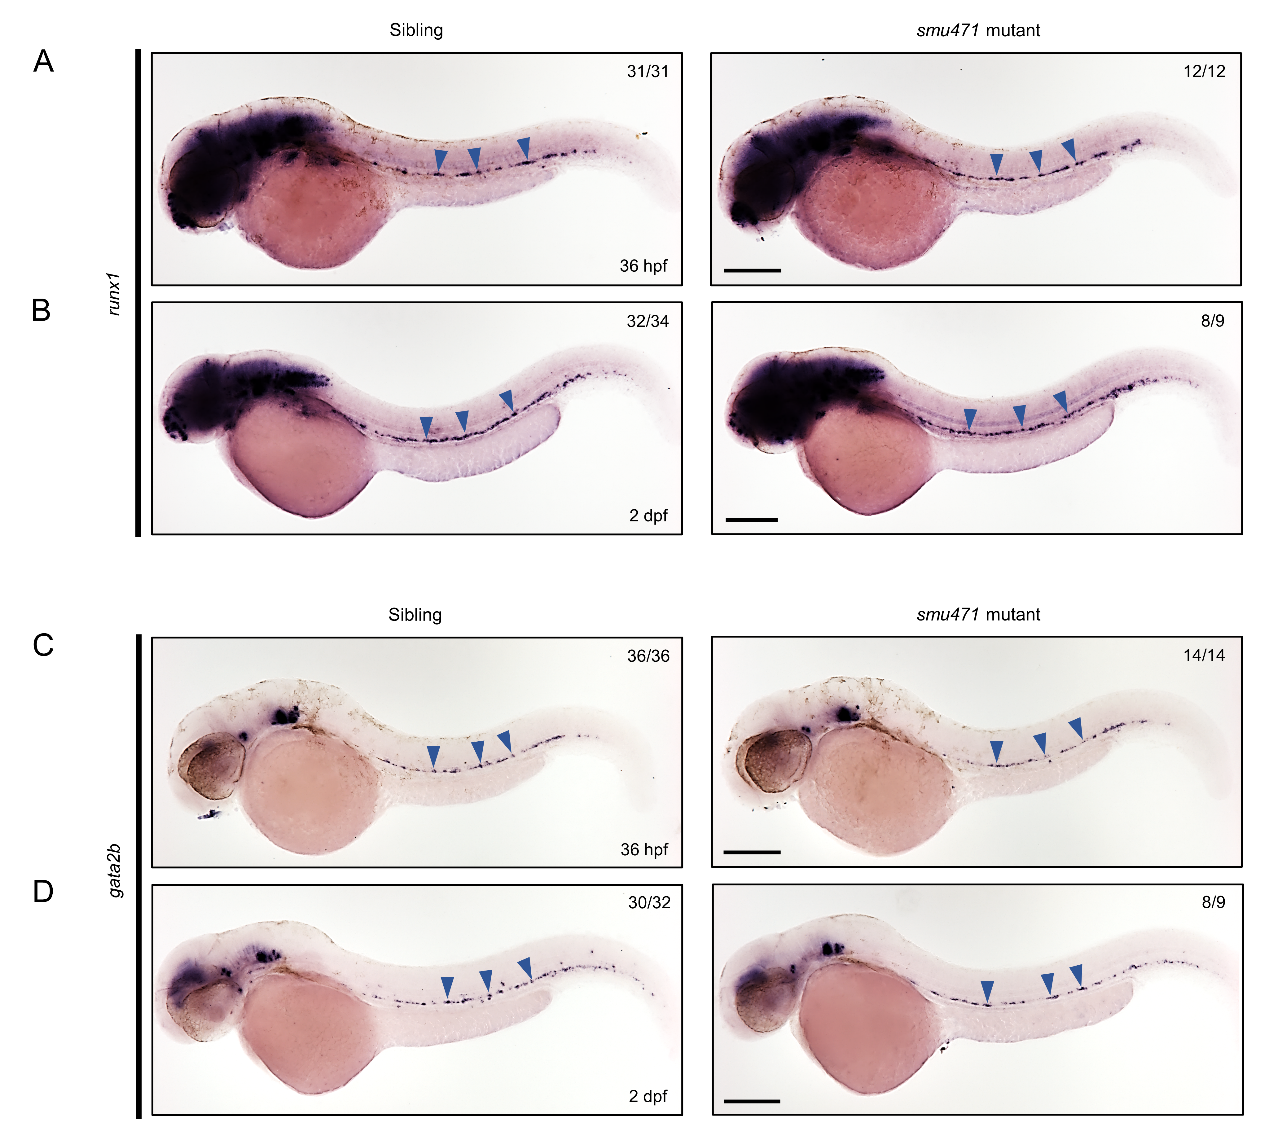

**Figure S3. HSPCs are unaffected in *smu471* mutants at 36 hpf and 2 dpf.**

(A, B) The HSPC marker *runx1* was normal at 36 hpf (A) and 2 dpf (B) in *smu471* mutants and similar to siblings. (C, D) The HSPC marker *gata2b* was normal at 36 hpf (C) and 2 dpf (D) in *smu471* mutants and similar to siblings. Blue arrowheads indicate signals in the VDA region. Scale bars: 200 µm.

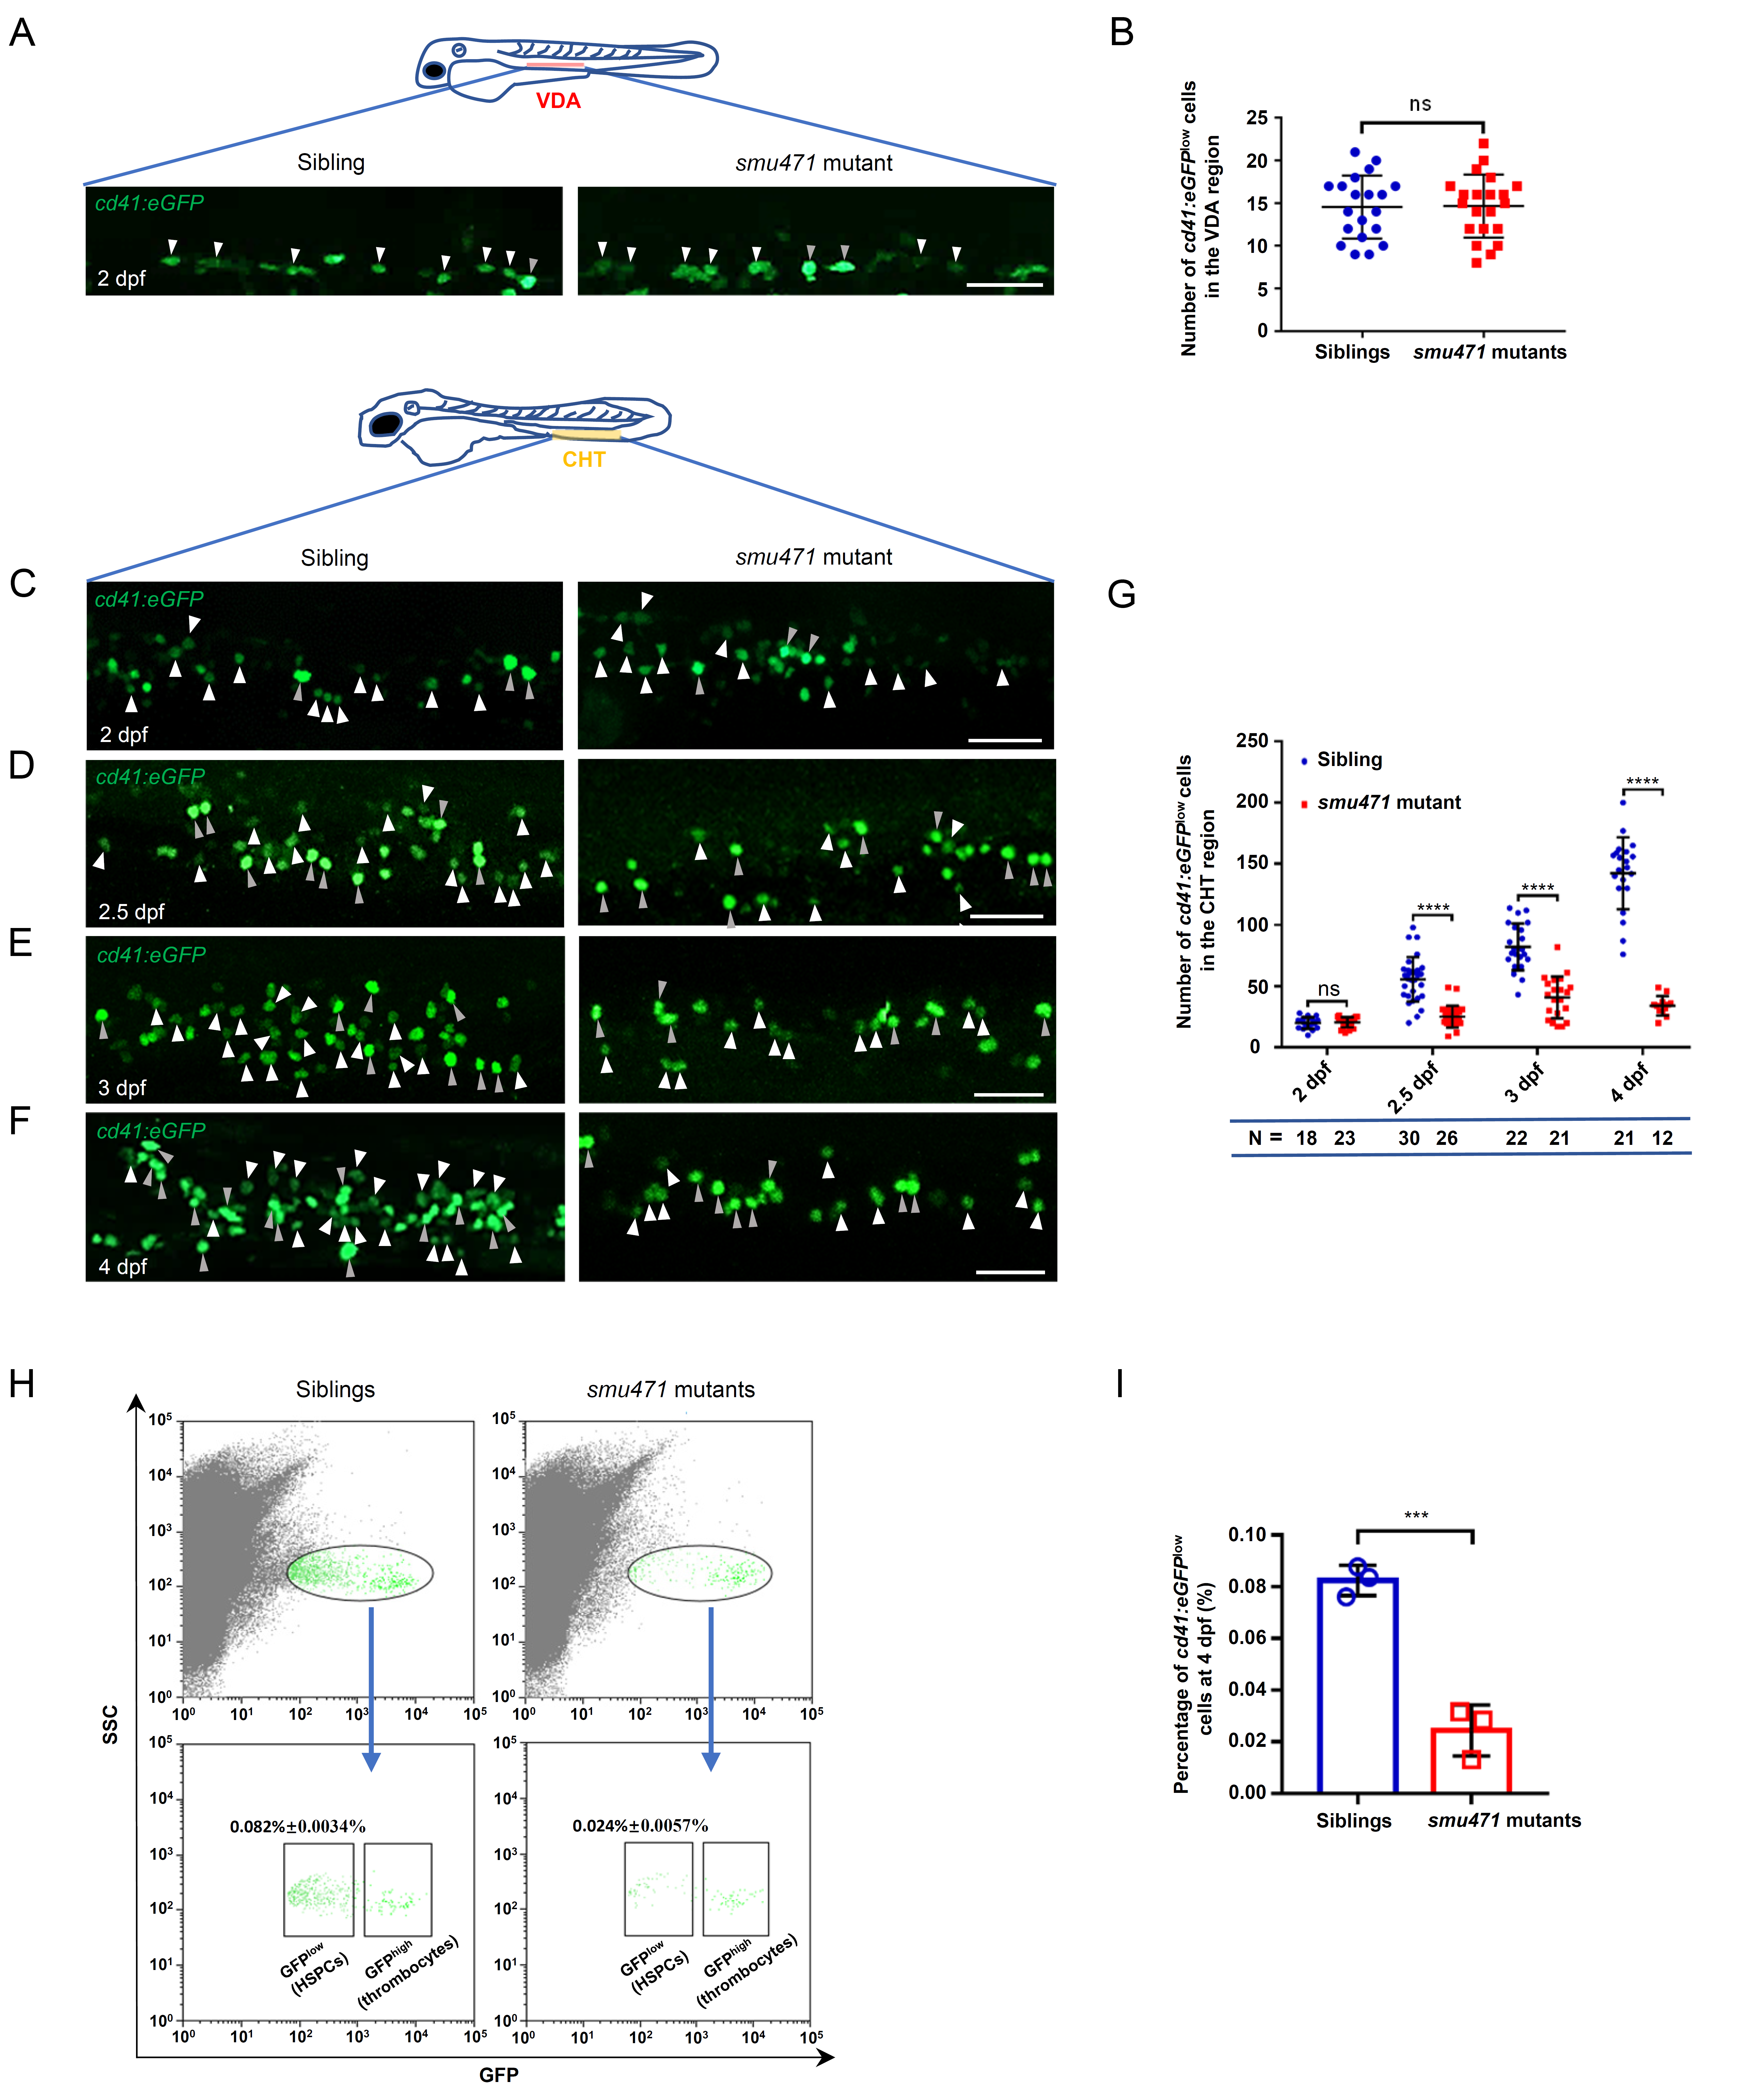

**Figure S4. HSPCs are decreased in *smu471* mutants from 2.5 dpf onward.**

(A) Fluorescent images show the expression of *cd41:eGFP^+^* cells in the VDA region at 2 dpf in *smu471* mutants and their siblings. The white arrowheads indicate the *cd41:eGFP*^low^ labelled HSPCs (calculated for quantification), and the grey arrowheads indicate the *cd41:eGFP*^high^ labelled thrombocytes (excluded from the quantification). Scale bars: 50 µm. (B) Quantification of *cd41:eGFP*^low^ labelled cells in the VDA region. Student’s *t*-test, mean±SD; siblings, n = 20; *smu471* mutants, n = 21, ns: not significant. (C-G) Fluorescent images show the expression of *cd41:eGFP^+^* cells in the CHT region at 2 dpf (C), 2.5 dpf (D), 3 dpf (E), and 4 dpf (F) in *smu471* mutants and their siblings. Scale bars: 50 µm. (G) Quantification of *cd41:eGFP*^low^ labelled HSPCs in the CHT region. Data are presented as mean±SD. ****P<0.0001, ns: not significant, Student’s *t*-test. N indicates the sample number of each group. (H) FACS plots show the proportion of *cd41:eGFP*^low^ cells in siblings and *smu471* mutants at 4 dpf. (I) Quantification of *cd41:eGFP*^low^ labelled cell population in (H). Data are presented as mean±SD of three independent experiments. ***P<0.001, Student’s *t*-test.

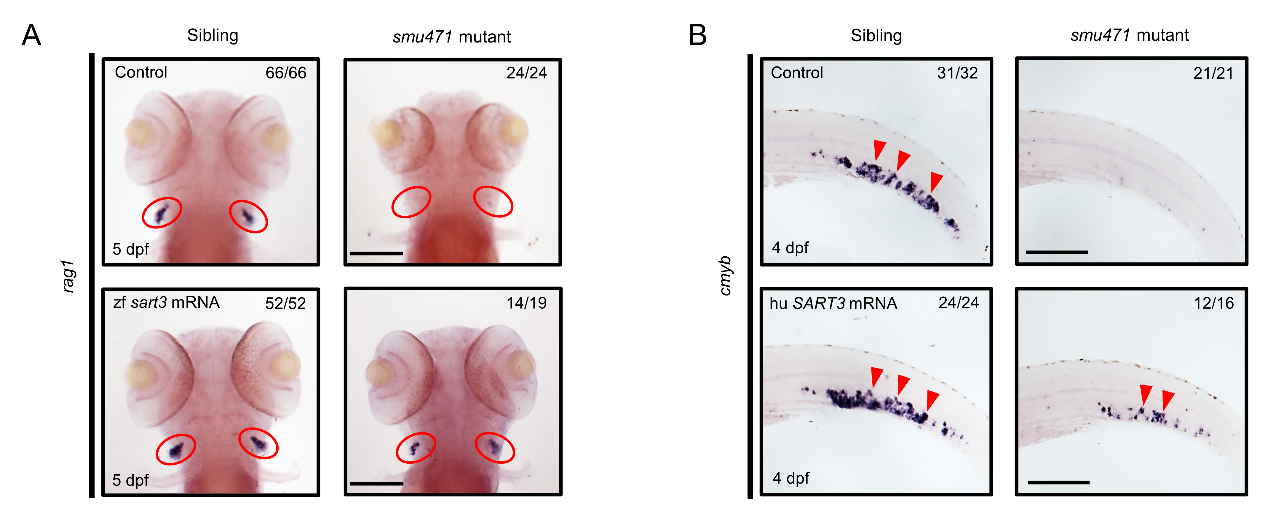

**Figure S5. *sart3* is the causative gene of the zebrafish *smu471* mutation.**

(A) Restoration of *rag1* expression by zf *sart3* mRNA in *smu471* mutants. WISH of *rag1* was performed with 5-dpf siblings and *smu471* mutant larvae with or without zf *sart3* mRNA injection. Red circles indicate WISH signals of *rag1* in the thymus region. (B) Restoration of *cmyb* expression by overexpression of human *SART3* mRNA (hu *SART3* mRNA) in *smu471* zebrafish mutants. WISH of *cmyb* was performed with 4-dpf siblings and *smu471* mutant larvae with or without mRNA injection. Red arrowheads indicate WISH signals of *cmyb* in the CHT region. Scale bars: 200 µm.

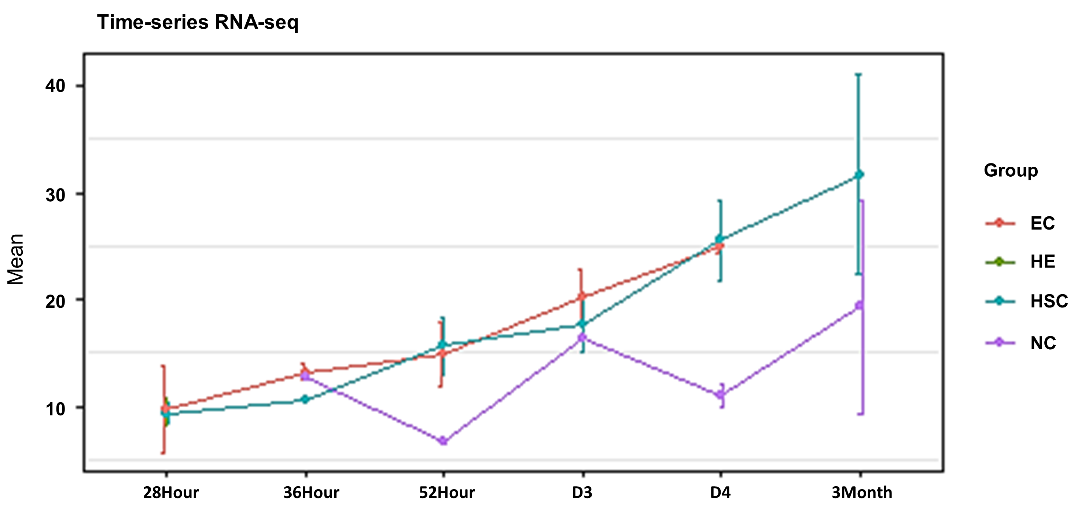

**Figure S6. Dynamic expression of *sart3* in zebrafish HSCs.**

Gradually increased HSC expression of *sart3* in the zebrafish CHT region based on published time-series RNA-seq data (the figure was generated from the website <https://www.picb.ac.cn/hanlab/ichtatlas/Home/>) [47]. EC: endothelial cells (red line); HE: hemogenic endothelium (green line); HSC: hematopoietic stem cells (blue line); NC: non-endothelial/non-hematopoietic cells (purple line).

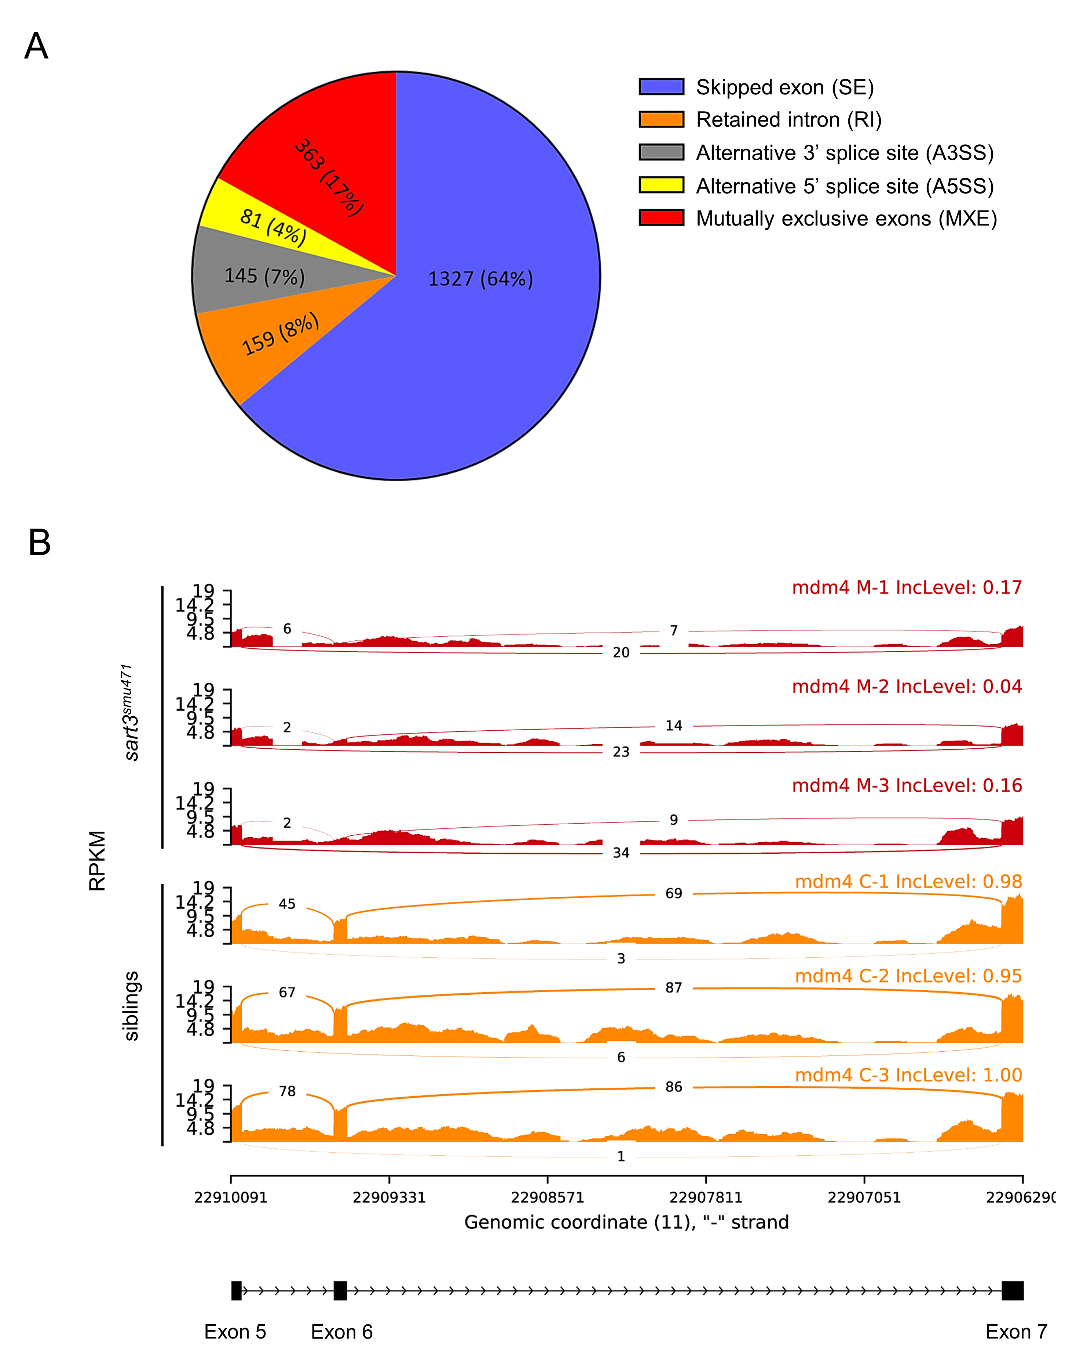

**Figure S7. *sart3* mutation triggers global alternative splicing and *mdm4* exon 6 skipping.**

(A) All alternative splicing events in *sart3^smu471^* mutants and every type of alternative splicing event, number, and percentage are presented. (B) *mdm4* exon 6 skipping in *sart3^smu471^* mutants. Sashimi plot to visualize the RNA-seq mapping reads at the exon 5–7 loci of *sart3* in *sart3^smu471^* mutants and their siblings.

**Supplementary Tables**

**Table S1. The list of construction primers.**

| **Gene** | **Primer sequences (5′-3′)** |
| --- | --- |
| *hsp-mdm4*  zf *sart3*  hu *SART3* | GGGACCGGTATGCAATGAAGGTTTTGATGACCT  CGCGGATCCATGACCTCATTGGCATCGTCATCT  CGCGGATCCGAAGTTCTCAACATGGCGGCG  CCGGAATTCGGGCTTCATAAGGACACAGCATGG  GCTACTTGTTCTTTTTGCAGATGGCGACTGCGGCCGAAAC  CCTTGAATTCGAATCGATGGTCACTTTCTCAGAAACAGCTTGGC |

**Table S2. The list of RT-qPCR primers.**

| **Gene** | **Primer sequences (5′-3′)** |
| --- | --- |
| *p53*  *p21*  *ccng1*  *baxa*  *mdm2*  *gadd45*  *casp8*  *mdm4* | GGGACCAAACGTAAATCTTCTTC  CTCACCTGCAGGGTAAAGATC  CCAACATCACAGATTTCTACCA  TTTCTGTCAATAACGCTGCT  CTTTCACTAAACTAAAGCCTTCCCT  CATTTAAACTCTGCTGCAGACC  TCATCAAGGCTATTTCAACCAG  GTTCCCTGATCCAGTTAATGAC  AGACTCTCGCTCATCTACCTC  ATACCTACATCCGAGTTGCTG  CTCGGTGATTAAGGCTCTGG  GTTATCAGGGTCCACATTGAGG  GTGTCTCAGCCTATAGAAAGATGC  AAGTAGATCTTCCCAGCTTTGCC  CTCCAAGTGAAGATCCTGGTC  CCATCTGAGGAGTCTTCATCTGG |

**Table S3. The list of AS primers.**

| **Gene** | **Primer sequences (5′-3′)** |
| --- | --- |
| *mdm4* exon6 skip | GAGATGTTGAAGAGGAATTTGGT  CCATCTGAGGAGTCTTCATCTGG |

How the deposited data were processed for this re-analysis (not part of the article)

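Whole larvae at 4 dpf were sequenced by the authors, 3 libraries of *sart3* smu471 mutants and 3 of wild-type siblings, numbered 1 to 3 in each group. The authors deposited the number of reads counted on each of 37898 genes in each library, as counts without normalization. They also deposited FPKM, which the authors made from each count, the gene's length and a constant of each library. In the same table, 31901 genes carry an Ensembl identifier and 5997 carry a name given by the authors, and 29178 identifiers were paired with a symbol. 19 symbols had been turned into dates and were not used as names. No table line lacked a gene, 5499 genes had no count, and every column given per library was used. For splicing, the authors ran rMATS and deposited, for each event they called significant, the junction reads and inclusion levels of each library, and the p-value and FDR made by rMATS. The deposited difference in inclusion, a score from the mean of mutants minus the mean of siblings, was also made by rMATS for the authors. The aligner, the gene counter, the genome build and the versions behind these values are not named.

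Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and events with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. edgeR's quasi-likelihood test compared 3 mutants with 3 siblings after filterByExpr and TMM scaling, with Benjamini-Hochberg adjustment at 0.05. TMM factors lay between 0.975 and 1.015, and the common dispersion was 0.0274. CPM are counts scaled by library size and TMM factor. A fold against a group with at most 3 counts in each library is given as a lower bound. The tests, their alternatives, the gene lists and the rule for naming genes were set before the data were examined, except where a test is said to have been chosen after the values were seen. The alternatives were DESeq2, upper-quartile and RLE factors, every gene with a count, at least 10 counts in every library, limma-voom, a replicate block, each library left out in turn, and, for numbers of genes and lists among them but not for single genes, an absolute log2 fold change of at least 1. Lists were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation.

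Genes named in the text are those the paper names from the RNA-seq, *sart3*, the blood markers the paper names, and the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, no overlap between the groups and enough counts. A gene that the paper names is not reported here. The named genes also include the 5 spliceosome genes with the smallest adjusted p. Named events are *mdm4* exon 6, events of the other genes of Fig. 5C reported here and the 3 skipped exons with the largest difference among those with at least 20 junction reads in every library. The 11 lists were spliceosome, p53 signaling, HSPC, lymphoid, erythroid, myeloid, photoreceptor, neural progenitor and brain, lens crystallin, cell cycle, and pancreas and intestine. They were written from memory, and 2 follow the categories of KEGG maps.

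Both the tests and the recovery of packed reads were tested on simulated data. With 200 genes changed, edgeR recovered 183 (91.5%) and called 12 unchanged genes of 24562. DESeq2 recovered 174 of 200 with 15 unchanged genes called of 24809, and limma-voom recovered 182 with 13 called. Of 300 simulated cells of packed reads, 298 were recovered, 2 were left out and 0 were wrong. Shares of events carry 95% Wilson intervals. Inclusion was compared with exact permutation tests, which cannot go under 0.1 with 3 against 3. Random genes matched on expression were drawn 10000 times from 20 bins, and medians were compared with 100000 permutations. Mutants and siblings also differ by selection in the chromosome 5 region linked to *sart3*, which was examined with windows of 2, 5 and 10 Mb.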

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

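In this part, the comparison with the other splits of the libraries, the weighing of delayed development and of genes taking most of the counts, the chromosome and distance shares, the windows elsewhere and the matched draws of genes without an Ensembl identifier were chosen after results were seen.

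A signal appeared in lists of genes for which the paper's text reports no RNA-seq result. The paper reports a lymphoid defect in these mutants from the marker *rag1*, outside the RNA-seq. It also reports microcephaly and microphthalmia of the mutants at 4 dpf. Whether smaller heads and eyes account for falls of the photoreceptor, lens and brain lists in whole larvae was not tested. The pancreas and intestine list had a median log2 fold change of -4.98, with 16 of 17 genes lower in mutants and 1 higher (camera, adjusted p = 1.9e-15). The list took 0.563% of the counts in siblings and 0.0858% in mutants. The photoreceptor list had a median of -1.47, with 20 of 23 genes lower (adjusted p = 1.7e-12), and the lens crystallin list one of -1.51, with 11 of 14 lower (adjusted p = 8.8e-08). The lymphoid list had a median of -1.49, with 4 of 7 genes lower, or 5 when adjusted over the list alone (adjusted p = 0.020). The neural progenitor and brain list had a median of -0.26, with 11 of 21 genes lower and 2 higher, or 13 and 3 over the list alone (adjusted p = 0.0030). The cell cycle list had a median of -0.41, with 14 of 21 lower and 2 higher (adjusted p = 6.3e-05).

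A few genes taking most of the counts would lower all other genes alike in their share of the total counts. Without scaling factors, the median log2 ratio of these shares over 24683 tested genes was 0.017, between -0.033 and 0.091 over the 9 pairs of a mutant with a sibling library, so this does not account for the falls. The 10 genes with most counts held 8.66% of the counts in siblings and 10.4% in mutants. Delayed development of the mutants may lower genes of organs that mature around 4 dpf. Proliferation genes, higher in younger larvae, would then be higher in mutants, yet the median of the cell cycle list was -0.41. Activation of p53 could lower these genes in either case, so the data cannot tell. No younger larvae were compared. Only the pancreas and intestine list passed with the correlation estimated from the libraries (adjusted p = 0.023).

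The 6 libraries can be split 3 against 3 in 10 ways, so a comparison of splits cannot give less than 0.1 and cannot tell chance from the mutation for any list. A camera p as small as that of the true groups came in 1 of the 10 splits, the true one, for the pancreas and intestine, photoreceptor, lens crystallin, lymphoid, and neural progenitor and brain lists. For the cell cycle list it came in 2 of the 10. In the 9 other splits the photoreceptor list had unadjusted camera p as small as 1.4e-07 and the cell cycle list 2.5e-06. Each of these splits still sets 2 libraries of a group against 1, so part of the true difference stays in them.

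Within 5 Mb of *sart3*, 69 of 179 tested genes were differentially expressed, 46 of them higher in mutants, against 27.8% elsewhere (38.5%, odds ratio 1.63, Fisher's exact test, two-sided, p = 0.0019). This is a signal the paper does not report. Of 19893 windows of the same size elsewhere, 3.98% had as high a share. The share was not local to *sart3*. Over all of chromosome 5, 437 of 1145 tested genes (38.2%) were differentially expressed, against 21.8% to 34.0% on the other chromosomes. By distance from *sart3*, it was 27.5% within 2 Mb, 45.0% from 2 to 5 Mb, 43.1% from 5 to 10 Mb, 39.2% from 10 to 20 Mb and 35.6% beyond. No biological explanation tied to the mutation itself was tested. As many called genes in the window came in 1 of the 10 splits.

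Among genes without an Ensembl identifier, which the paper does not discuss, 1046 of 4904 tested genes were differentially expressed, 542 higher and 504 lower (21.3%, against 29.5% of other genes). Their median of 5.47 CPM was under the 12.1 CPM of other genes. Low expression alone does not account for the lower share, since random genes matched on expression held 1124 ± 25.1 called genes (SD over draws, permutation test by resampling, two-sided, p = 0.0018). As many called genes came in 1 of the 10 splits. How these genes were defined was not examined.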

How the results depend on the processing

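The limit of 20 junction reads, the log2 limit near *sart3*, the lists among shared genes and the tests of spliceosome parts and reading frames were chosen after results were seen, and the other alternatives were not.

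The number of differentially expressed genes stayed between 4706 and 7085 with each library left out and between 5941 and 6943 under the other tests, scalings and filters. Only the limit of an absolute log2 fold change of at least 1 moved it further, to 2063 genes, with 775 higher and 1288 lower, by its own construction. With libraries left out, genes higher in mutants ranged from 2226 without mutant replicate 2 to 3480 without sibling replicate 1, and genes lower in mutants from 2480 to 3605. The cause was not tested.

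Replicate numbers were checked as a possible pairing. Libraries with the same number deviated from their group means with correlations of 0.046, 0.022 and -0.099, so the samples share only a number. With the replicate number as a block, 5941 genes were called, and all 68 results compared kept their direction and call.

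The order of R2 held under every alternative, while the values fell. With a pseudocount of 0.1 they were 0.961 within mutants, 0.96 within siblings and 0.923 between groups. With filterByExpr genes they were 0.972, 0.963 and 0.899, with log10(FPKM + 1) 0.969, 0.967 and 0.908, and with Spearman's rho squared 0.968, 0.965 and 0.928. The cause was not tested.

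The set tests depended on how correlation between genes was treated. With the correlation estimated from 6 libraries, camera's adjusted p was 0.304 for the spliceosome, 0.103 for p53 signaling, photoreceptor, and neural progenitor and brain, 0.120 for lymphoid and lens crystallin, and 0.274 for the cell cycle. With libraries left out under the preset correlation, it stayed between 1.8e-07 and 3.7e-05 for the spliceosome and between 0.0046 and 0.017 for p53 signaling. The p53 signaling list without the genes the paper names had an adjusted p of 0.112. Its median log2 fold change was also smaller, at 0.10 against 0.23 for the full list, which itself had 0.13 without sibling replicate 2. Whether fewer genes or the smaller shift lowered the call was not tested. The lymphoid list had 0.0582 with at least 10 counts in every library, against 0.014 to 0.034 with libraries left out. The myeloid list passed only with fry (0.0495). The erythroid list ranged from 0.000803 without mutant replicate 3 to 0.725 without mutant replicate 2. The cause was not tested. In the 9 other splits of the libraries, the spliceosome list reached an unadjusted camera p of 9.5e-07, against 3.0e-07 for the true groups. Each of these splits still sets 2 libraries of a group against 1, so part of the true difference stays in it and its p is no measure of chance. The Fisher odds ratios among genes higher in mutants stayed between 5.37 and 11.8 for the spliceosome and between 2.70 and 3.93 for p53 signaling under the alternatives.

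A split of the 6 libraries as extreme as the true groups came in 1 of the 10 splits for the number of differentially expressed genes, genes higher in mutants, genes lower in mutants, the spliceosome list and the p53 signaling list by camera and among genes higher in mutants, and the genes both differentially expressed and spliced. It also came in 1 of the 10 for the spliceosome list and the p53 signaling list among the shared genes. With 10 splits nothing under 0.1 can be reached, so chance cannot be told apart by this test. The 9 other splits called at most 1 gene, against 6924.

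Of the 46 named genes compared, calls and directions were unchanged under the other tests, scalings and filters and the block that could be fitted for each gene. The log2 limit was not applied to single genes, and named genes with smaller changes, such as *mdm4* and *sart3*, would not pass it. With libraries left out, 262 values stayed, 4 lost their call, 2 gained one and 8 reversed. The reversed genes were never called in the full data. They were the further identifiers of *baxa* (-0.063 to 0.784) and *rrm2* (-0.75 to 0.63), *runx1* (-0.23 to 0.072), *hbbe1.2* (-0.047 to 0.52) and *gadd45ga* (-0.32 to 0.11). *hbbe1.1* and *hbbe1.2* passed only without mutant replicate 3 (adjusted p = 0.035 and 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ddb2* and *tek* lost their calls without single libraries. The cause was not tested.

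Limits on events reduced their number by construction. At least 10 junction reads in every library left 1313 events, with 796 skipped exons, 103 retained introns and 91 alternative 3′ splice sites. Groups without overlap left 924, with 576 skipped exons, 100 retained introns, 56 alternative 3′ and 36 alternative 5′ splice sites and 156 mutually exclusive exons. The 10% that chance gives holds only for events that no test has selected, so it is no baseline here. The share of skipped exons with lower inclusion rose to 79.3% with at least 10 reads, to 80.3% with at least 20 and to 82.6% without overlap. The share of retained introns with higher retention rose to 93.0% without overlap. With each value left out, these shares stayed between 73.5% and 75.5% and between 86.0% and 89.8%. Few reads limit the precision of single events.

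The overlap of expression and splicing ranged from 381 genes without mutant replicate 2 to 576 with libraries left out, and from 402 to 529 otherwise. The spliceosome list among shared genes passed only with every tested gene as background (odds ratio 2.83, Fisher's exact test, p = 0.0156), and the p53 signaling list failed only with DESeq2's calls (odds ratio 3.98, adjusted p = 0.0536). Near *sart3*, the odds ratio was 0.962 with a window of 2 Mb (Fisher's exact test, p = 1), 1.78 with 10 Mb (p = 3.3e-07), 1.47 with a log2 limit of 1 and 5 Mb (p = 0.102), 2.26 with that limit and 10 Mb (p = 3.3e-07), and between 1.48 and 1.83 with libraries left out. With that limit, 0.0954% of 19921 windows of 10 Mb elsewhere had as high a share. The difference between frame-shifting and frame-keeping exons ranged from -0.0878 without sibling replicate 3 to -0.0467 without sibling replicate 1. The cause was not tested.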

Differences from the paper's values

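No comparison here was chosen after results were seen. No value computed with the main settings differed from a value the paper states by more than 1.5 times. For the number of differentially expressed genes, 6924 here stands against the paper's 5424, for genes with alternative splicing 1574 against the paper's 2002, and for the genes shared by both 541 against the paper's 607. Event numbers by type were the same as the paper's.

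The paper lists *ddb2* among the genes both differentially expressed and alternatively spliced, and the deposited tables hold no event in *ddb2*, which was differentially expressed (log2 fold change -0.73). The paper gives *gadd45* as upregulated without naming a member. *gadd45aa* and *gadd45bb* were higher (1.39 and 0.76), and *gadd45gb.1* was lower (-1.54).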

Other observations

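The tests in this part, apart from those of the HSPC, erythroid and myeloid lists and the matched draws of genes with an event, were chosen after results were seen.

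The spliceosome list held 93 genes of the core machinery and 26 SR and hnRNP genes, and the core genes rose against the others. The core genes had a median log2 fold change of 0.33, with 48 higher and 6 lower in mutants, and the SR and hnRNP genes had -0.10, with 4 higher and 7 lower. The medians were 0.33 and -0.10 with RLE factors and 0.32 and -0.11 with upper-quartile factors. The difference of 0.431 had a permutation p of 6.0e-05 over 100000 permutations of genes, which are not independent replicates. Gene length and expression level do not account for it, since random genes matched to the core genes on both had a median of 0.0065 ± 0.048 (SD over draws, permutation test by resampling, p = 0.0002, the smallest these draws can give). The SR and hnRNP genes did not differ from genes matched to them, which had a median of 0.018 ± 0.088 (SD over draws, permutation test by resampling, p = 0.17). A larger share of dividing cells in mutants would raise the cell cycle list, which had a median of -0.41. Activation of p53 could lower that list in either case, so the data cannot tell. A difference of medians as large came in 1 of the 10 splits of the libraries, with 0.0978 to 0.213 in the others, and 10 splits cannot tell chance apart. Whether the core genes respond to the loss of Sart3 itself was not tested.

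Genes with a splicing event were more often differentially expressed than other genes. Higher expression of genes with an event fits as the whole explanation, since matched random genes held 549 called genes on average against 541 observed. With events of at least 10 junction reads in every library, 402 were shared against 415 ± 14.6 in matched genes (permutation test by resampling, p = 0.401). Genes of the 6 events with unknown reads may be among these.

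The 74 events with a difference in inclusion above 0.9 all had under 10 junction reads in at least 1 library, and 73 of them had none there, so few junction reads fit as the explanation of these largest differences. Among the 179 events with a difference between 0.5 and 0.9, 158 (88.3%) had under 10 reads in a library. Few reads do not account for the direction of skipped exons, since 80.3% of those with at least 20 reads in every library had lower inclusion in mutants, against 68.0% of those with under 10 reads in a library. A retained intron of *rps2* (chromosome 3, 18398904 to 18399316, genome build not named) was chosen after the values were seen. Its retention was 0.038 ± 0.051 (SD, n = 3) in siblings and 0.869 ± 0.228 (SD, n = 3) in mutants, with at least 110 junction reads in each library.

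Exons with lower inclusion in mutants were a multiple of 3 long in 633 of 959 cases (66.0%, 95% Wilson interval 62.9% to 68.9%), against 256 of 320 (80.0%, 75.3% to 84.0%) for exons with higher inclusion (odds ratio 0.485, Fisher's exact test, two-sided, p = 1.7e-06). Exons included in nearly every transcript of siblings fit as an explanation. Among less included exons with at least 20 junction reads in every library, the 158 whose length is no multiple of 3 had a median inclusion of 0.931 in siblings, against 0.716 for the 334 whose length is one (permutation test, p = 2.0e-05). Genes whose skipped exon shifts the frame (150) had a median log2 fold change of -0.03, against 0.05 for the 316 genes whose exon keeps it. The difference of -0.0824 (permutation test, p = 0.040) fits nonsense-mediated decay of such transcripts, which may lower these genes slightly. A difference of medians as large came in 1 of the 10 splits, so chance cannot be told apart by splits. The 129 tested genes with a retained intron event had a median log2 fold change of 0.07, so no fall was seen in them. Whether decay acts on either set of genes was not tested.

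Chromosome 5, which holds *sart3*, had 174 of 1145 tested genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1, a share of 15.2%, with 71 higher and 103 lower. On the 24 other chromosomes the share lay between 5.96% and 9.26%, so uneven shares between chromosomes in general do not account for it. Genes of the marker lists do not either, since the share was 14.9% without them, against 7.17% on other chromosomes. A linked haplotype around *sart3* may differ between mutants and siblings over much of the chromosome, yet the share was 7.25% within 2 Mb of *sart3*, 14.7% from 2 to 5 Mb, 22.2% from 5 to 10 Mb, 16.5% from 10 to 20 Mb and 13.1% beyond. The bin within 2 Mb held 5 such genes of 69, too few to tell. As many called genes came in 1 of the 10 splits.

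The HSPC list (8 genes, median log2 fold change -0.23, camera adjusted p = 0.220), the erythroid list (12 genes, 0.39, adjusted p = 0.218) and the myeloid list (12 genes, 0.05, adjusted p = 0.482) did not shift. A camera p as small came in 4 of the 10 splits for the HSPC list, 6 for the erythroid list and 4 for the myeloid list, and 10 splits cannot tell more. The erythroid list shifted without mutant replicate 3 (median 0.57, adjusted p = 0.0008), and among the alternatives its adjusted p ranged from 0.0008 to 0.725. Of the markers the paper names, *rag1* was lower in mutants (log2 fold change -2.55, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *myb* (-0.49, adjusted p = 0.173), *runx1* (-0.09, 0.849), *gata2b* (1.1, 0.121), *itga2b* (-1.06, 0.079), *spi1b* (-0.25, 0.445), *hbbe1.1* (0.66, 0.277) and *hbbe1.2* (0.21, 0.633) did not pass edgeR's quasi-likelihood test. *gata1a* had too few counts for a test. RNA came from whole larvae, and no library held more than 34 counts of *gata2b*, 28 of *itga2b* or 45 of *runx1*. These results therefore say little about the loss of HSPCs that the paper reports in the CHT region.

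The largest rises were in *CT025650.1* on chromosome 5, at least 39.6-fold higher in mutants, *BX470240.1*, at least 27.4-fold higher, and *wu:fc23c09*, at least 119-fold higher. The largest falls were in *CELA1 (1 of many)*, at least 71.5-fold lower, *si:dkey-14d8.7*, at least 103-fold lower, and *amy2a*, with a log2 fold change of -8.55 (standard error 0.17, adjusted p = 3.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).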
